# Apoptosis of *Mdm2*-deficient osteocytes enhances osteogenesis through TRPM8-enriched apoptotic vesicles

**DOI:** 10.1038/s41413-026-00570-0

**Published:** 2026-08-03

**Authors:** Xin Liu, Huiwen Zheng, Aochen Wang, Jianing Liu, Zhi Chen, Yiping Chen, Guobin Yang, Di Chen, Yufeng Zhang, Guohua Yuan

**Keywords:** Bone, Homeostasis

## Abstract

During homeostasis, osteocyte apoptosis is typically associated with bone loss through enhanced osteoclast recruitment and bone resorption. However, whether apoptotic osteocytes also regulate bone formation remains elusive. Here we report that conditional deletion of *Mdm2*, an E3 ubiquitin ligase regulating cell survival, causes osteocyte apoptosis but paradoxically results in a marked increase in bone mass attributed to up-regulated osteogenic activity. Single-cell RNA sequencing reveals enhanced osteoblastic differentiation of bone marrow mesenchymal stem cells (BMSCs) in conditional knockout mice, with enrichment of cellular calcium related pathways. Mechanistically, apoptotic vesicles (apovs) from *Mdm2*-deleted osteocytes are engulfed by BMSCs. TRPM8, a calcium channel protein, is enriched in osteocyte-derived apovs and transported into BMSCs, thereby promoting osteoblastic differentiation. Additionally, pharmacological inhibition of TRPM8 attenuates the high bone mass phenotype in conditional knockout mice. Therefore, *Mdm2* deletion in osteocytes leads to osteocyte apoptosis, which enhances bone formation through communicating with BMSCs via TRPM8-enriched apovs. Our findings underscore the pivotal role of osteocytes in bone homeostasis and unveil a previously unrecognized mechanism whereby osteocyte apoptosis stimulates osteogenesis through affecting the fate of BMSCs in a TRPM8-mediated paracrine mechanism.

## Introduction

Bone homeostasis is maintained through the coordination of multiple cell types within the bone microenvironment, including osteoblastic lineage cells (OLCs) arising from bone marrow mesenchymal stem cells (BMSCs) and osteoclasts.^1,2^ Among these populations, osteocytes that comprise about 95% of the whole bone cells, function as key regulators in remodeling.^3,4^ Alive osteocytes possess extensive dendrites which form a complex communication network, enabling them to communicate with adjacent osteocytes or effector cells such as osteoblasts and osteoclasts, as well as to maintain the structure and functions of bone.^5–9^

Osteocytes are long-lived, terminally differentiated cells of the OLCs and are embedded within the mineralized bone matrix. Osteocyte death, particularly apoptosis, has long been associated with adverse effects on bone including loss of bone mass and deteriorated microarchitecture.^10–13^ Previous studies have shown that apoptotic osteocytes can regulate bone remodeling by recruiting osteoclasts and stimulating bone resorption, which is widely accepted.^11,13^ However, whether osteocyte apoptosis also exerts regulatory effects on bone formation and the underlying molecular mediators remain incompletely understood.

The E3 ubiquitin ligase MDM2 is a key regulator of various biological processes, including cell differentiation, proliferation, and apoptosis.^14–17^ Notably, apoptosis is primarily regulated through the targeting of the substrate protein p53.^18–23^ Although MDM2 has been studied in multiple aspects of bone biology, including proliferation and differentiation of pre-osteoblasts and pre-osteoclasts,^23,24^ its specific function in osteocyte survival and its potential involvement in osteocyte-mediated regulation of reshaping the bone microenvironment remain enigmatic.

In this study, we demonstrate that targeted deletion of *Mdm2* in osteocytes induces osteocyte apoptosis but paradoxically leads to a high bone mass phenotype. Mechanistically, apoptotic vesicles (apovs) secreted by *Mdm2* deficient osteocytes are enriched with the calcium channel protein TRPM8 and are subsequently engulfed by BMSCs, promoting osteoblastic differentiation. Additionally, pharmacological inhibition of TRPM8 attenuates the high bone mass phenotype in mice with targeted deletion of *Mdm2*. Our research reveals an unexpected mechanism by which apoptotic osteocytes regulate bone mass through vesicle-mediated communication with BMSCs. These findings uncover a novel osteocyte-BMSC signaling axis contributing to the maintenance of bone homeostasis.

## Results

### Deletion of *Mdm2* in the osteocytes leads to increased bone mass in mice

To verify MDM2 expression in osteocytes, immunostaining was performed. The results confirmed high expression of MDM2 in the cultured MLO-Y4 cells, an osteocyte-like cell line (Fig. S1a), as well as in osteocytes from the femurs of mice at 1 and 2 months (M) old (Fig. S1b).

To delineate the role of MDM2 in the osteocytes, we generated a conditional knockout mouse model by crossing *Mdm2*^flox/flox^ mice with *Dmp1*-Cre mice,^17^ and designated *Dmp1*-Cre; *Mdm2*^flox/flox^ mice as *Mdm2*^cKO^. Immunohistochemistry confirmed successful deletion of *Mdm2* in the osteocytes of *Mdm2*^cKO^ mice (Fig. S1b). Micro-computed tomography (μ-CT) showed comparable bone mass in the femurs of *Mdm2*^cKO^ mice with control mice at 1 month (Fig. 1a, b). However, the *Mdm2*^cKO^ mice exhibited markedly higher femoral bone density than control mice at 2 months, 3 months, and 5 months, as revealed by μ-CT and X-ray radiography (Fig. 1a; Fig. S1c). Three-dimensional reconstruction of μ-CT further showed that *Mdm2*^cKO^ mice at 2 months displayed markedly increased bone mass, which became more pronounced at 3 months and 5 months (Fig. 1b). The bone volume/tissue volume fraction (BV/TV) and trabecular thickness (Tb.Th.) at 2 months, 3 months and 5 months as well as the trabecular number (Tb.N.) at 3 months and 5 months were dramatically increased, while the trabecular separation (Tb.Sp.) at 2 months, 3 months and 5 months was decreased in *Mdm2*^cKO^ mice (Fig. 1b). Histological analyses by hematoxylin and eosin (HE) staining revealed that Tb.N., Tb.Th., and Cort.Th. were increased in *Mdm2*^cKO^ mice at 2 months, 3 months and 5 months while no obvious difference was found in mice at 1 month (Fig. S1d), consistent with the above μ-CT and X-ray results. Aligned with the femurs, bone mass in vertebral bone was dramatically increased in *Mdm2*^cKO^ mice compared with their control littermates at 3 months (Fig. S1e, f).

**Fig. 1:**
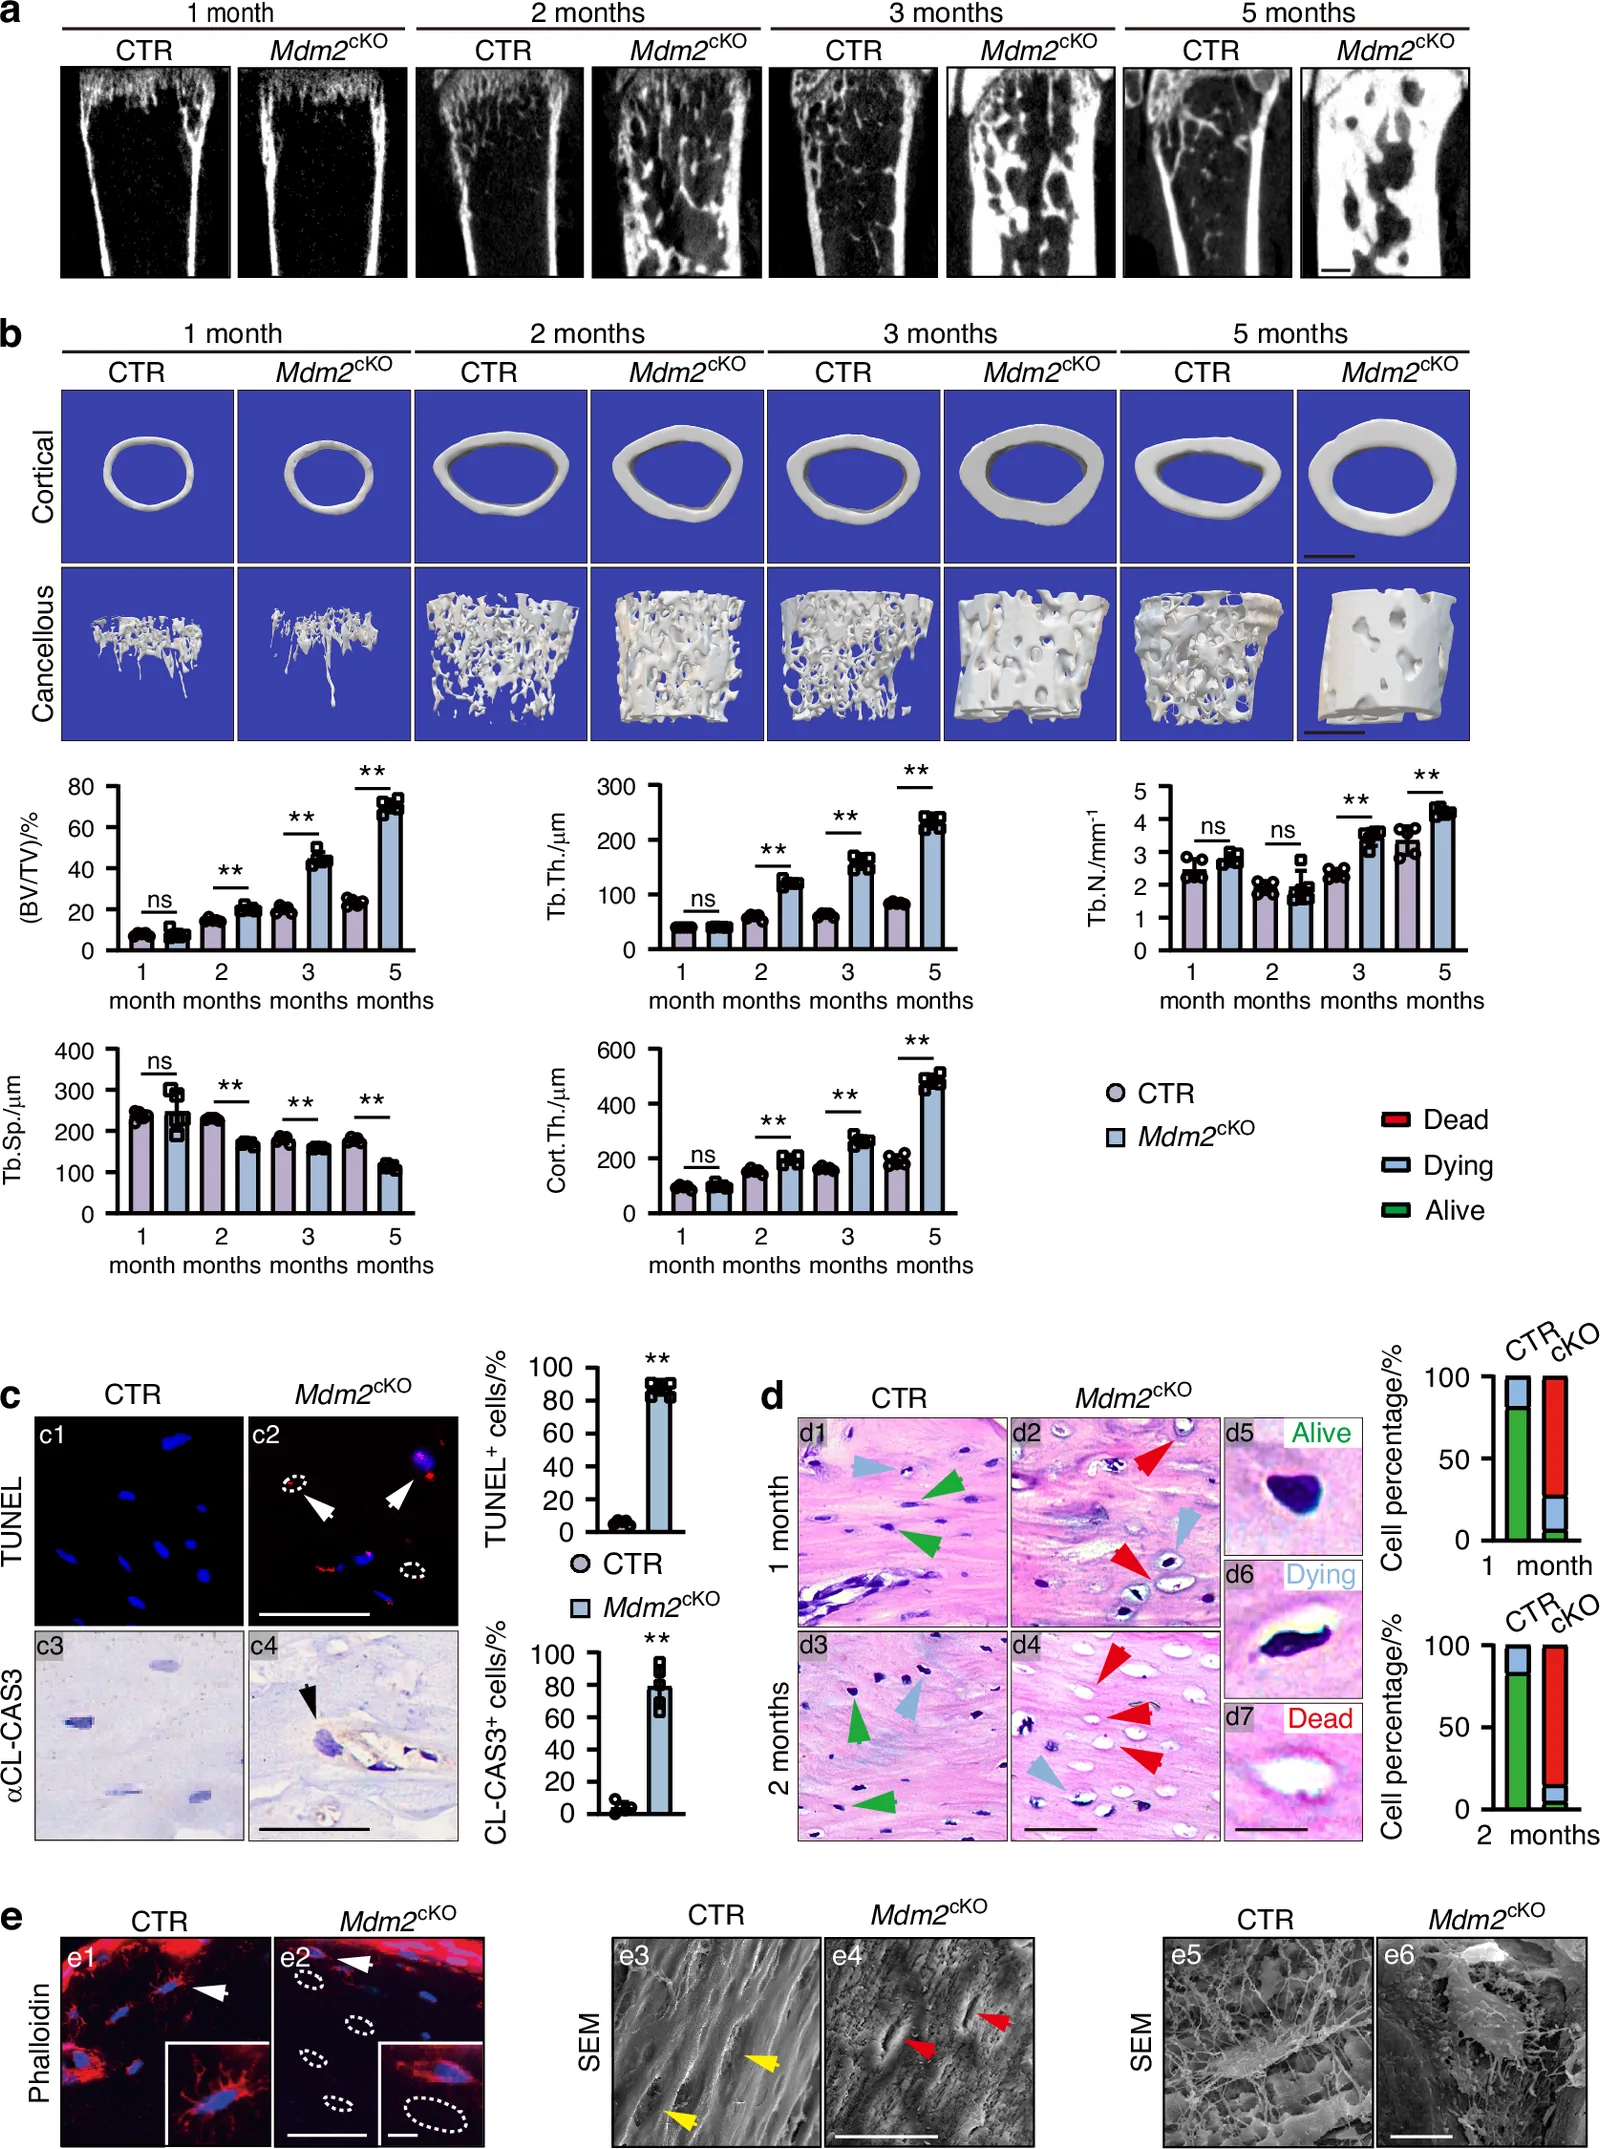
*Mdm2* deficiency in the osteocytes leads to high bone mass phenotype in mice as well as osteocyte apoptosis. **a** μ-CT images showing the femurs in *Mdm2* conditional knockout (*Mdm2*^cKO^) mice compared with control littermates at 1 month old (1 month), 2 months, 3 months and 5 months. **b** Three-dimensional reconstruction of μ-CT images in *Mdm2*^cKO^ mice compared with control littermates at 1 month, 2 months, 3 months and 5 months. Quantitative analysis of BV/TV, Tb.Th., Tb.N., Tb.Sp. and Cort.Th was presented (*n* = 5 males). **c** TUNEL staining and immunohistochemistry of CL-CAS3 in *Mdm2*^cKO^ mice at 1 month compared with control littermates. Histomorphometric quantification of positive cells was presented (*n* = 5 males). White arrows point to TUNEL positive osteocytes; Black arrow points to CL-CAS3 positive osteocytes; Dotted circles outline empty lacunae. **d** Alive (green arrows), dying (blue arrows) and dead (red arrows) osteocytes in *Mdm2*^cKO^ mice compared with control littermates at 1 month and 2 months by HE staining. Histomorphometric quantification of cell percentages was presented (*n* = 5 males). **e** Phalloidin staining of *Mdm2*^cKO^ mice at 1 month and scanning electron microscope (SEM) of *Mdm2*^cKO^ mice at 4 months showing the morphology of lacunae and osteocytes compared with respective control littermates. White, yellow and red arrows point to osteocytes, lacunae with osteocytes, and empty lacunae without osteocytes, respectively. Dotted circles outline empty lacunae. Data information: BV/TV, bone volume over total volume; Tb.Th. trabecular thickness, Tb.N. trabecular number, Tb.Sp. trabecular separation, Cort.Th. cortical thickness. Scale bars: 50 μm [**c**, **d** (c1–c4, d1–d4)], 10 μm [**d** (d5–d7), **e** (e5, e6)], 500 μm (**a**, **b**), 50 μm [**e** (e1–e4)]. Data are presented as mean ± SD (*n* = 5/group); **P < 0.01; 2-tailed unpaired Student’s *t* test (**b**, **c**)

Consistent with the absence of significant change in bone mass at 1 month, femur and tibia lengths were also comparable between *Mdm2*^cKO^ mice and their control littermates at both 1 month and 2 months (Fig. S1g). The morphology of the femoral growth plate was also examined using HE staining. The results showed no significant differences in the heights of proliferative zone (PZ) and hypertrophic zone (HZ) between genotypes (Fig. S1h). Therefore, *Mdm2* deletion in osteocytes does not affect bone mass or longitudinal growth during developmental stage, and osteocyte-expressed MDM2 progressively regulates bone homeostasis in mice with age.

### Regulation of osteocyte apoptosis and bone homeostasis by the MDM2-p53 axis

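Osteocytes for bulk RNA-seq were released from cut femurs and tibias by digestion with collagenase I and EDTA, and total RNA was extracted from them. There was 1 library from *Mdm2* cKO mice, in which *Dmp1*-Cre deletes *Mdm2*, and 1 library from control littermates, both at 3 months. The paper states for its groups in general that data of 5 male mice are shown, and gives no number or sex for the mice of the bulk libraries in particular. *Mdm2* (ENSMUSG00000020184, chromosome 10 from 117688875 to 117710758) encodes the ubiquitin ligase that marks p53 for degradation. It had 1717 reads (111 CPM) in the control library and 1506 reads (97.8 CPM) in the *Mdm2* cKO library, a log2 ratio of -0.19 (counting standard error 0.051, q = 0.0019 by an exact binomial test). Reads were counted over the whole gene, so this ratio does not show how much of the deleted part was left. The authors filtered the raw reads, aligned them, counted reads per gene and compared the libraries with DESeq2 at a fold change above 2 and a q under 0.05, with FPKM kept for visualization. The aligner, the counting tool and the genome build are not given in the sources used here. The deposited raw counts covered 53465 gene IDs and summed to 15349313 reads in the control library and 15449380 reads in the *Mdm2* cKO library. Here they were scaled by TMM, with factors of 1.00 and 0.996. The reads of each of the 18046 genes with at least 10 reads over both libraries were compared with a 2-sided exact binomial test, adjusted after Benjamini and Hochberg over these genes and called at the paper's thresholds. With 1 library per genotype no spread between mice is known, so the test compares these 2 libraries and not the genotypes, and its errors cover counting alone. Log2 ratios are of the *Mdm2* cKO over the control library with 0.5 reads added to each. Where the control library held no read of a gene, the fold is a lower bound against a floor of 3 reads (0.195 CPM). Gene lists were fixed before the data were examined. The median log2 ratio of a list is given with its percentile among 10000 random lists of the same size and expression, which describes these libraries and is no test. Gene positions are those of GRCm38 in the GENCODE vM21 annotation, matched by gene ID. Of 5 sex-linked genes (*Xist* and Y-linked genes), 3 were lower and none was higher in the *Mdm2* cKO library, at a median of -1.31 (percentile 0.005). The mix of sexes may thus differ between the bulk libraries, and the bulk comparison cannot separate this from the genotype.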

To investigate the effects of *Mdm2* deletion on osteocytes, we conducted bulk RNA-seq on osteocytes harvested from mouse femurs. 

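Genes of the apoptosis machinery were, as a group, at similar levels in both bulk osteocyte libraries. Of 22 measured death receptors, BH3 proteins, caspases and their activators, none differed by more than 2-fold at a q under 0.05 in the exact binomial test, over all genes or adjusted over the list alone. Their median log2 ratio was 0.07, at percentile 88.2 of matched random lists. *Fas* (ENSMUSG00000024778, chromosome 19 from 34290666 to 34327772), a death receptor that p53 induces, had 426 reads in the *Mdm2* cKO library against 279 in the control library and was 1.53-fold higher (log2 ratio 0.61, counting standard error 0.11, q = 6.3e-07 by the exact binomial test). *Bax* (ENSMUSG00000003873, chromosome 7 from 45461697 to 45466898), which opens the mitochondrial outer membrane, had 573 reads against 492 (log2 ratio 0.22, q = 0.056 by the exact binomial test). The executioner caspase genes *Casp3* and *Casp7* had log2 ratios of 0.04 and 0.42. *Bad*, a BH3 protein, and *Fadd*, the adaptor of death receptors, had log2 ratios of 0.36 and 0.44, on 230 against 179 and 84 against 62 reads. None of 9 BCL2 family survival genes and inhibitors of apoptosis passed the test either, adjusted over the list alone included, and their median log2 ratio was -0.01 (percentile 53.8). Among them *Bcl2l1*, which holds BAX in check, was at -0.21 and *Bcl2l2* at 0.26. The 10 osteocyte markers made up 251 CPM of the control and 223 CPM of the *Mdm2* cKO library, against 35320 and 35317 CPM for 11 chondrocyte markers. A difference within osteocytes may therefore not show in these gene lists. In the 27 *Mdm2* cKO and 16 control osteocyte-like single cells, from mice of 2 months, *Bax* was 7.53-fold higher (exact interval 4.13 to 15.3). There *Fas* was 6.42-fold higher (2.08 to 32.1), on 54 against 3 UMIs. *Bcl2l11*, a BH3 protein gene, was 3.71-fold lower (2.32 to 5.97), and *Casp3* had a ratio of 1.33 (0.560 to 3.62). These cells differed in markers of cell types too. GO terms were not tested here.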

Gene Ontology (GO) analysis of differentially expressed genes (DEGs) revealed significant enrichment of apoptosis-related pathways, including “positive regulation of apoptotic signaling pathway” and “regulation of neuron apoptotic process” (Fig. S2a). These results indicated an association between *Mdm2* deletion and osteocyte apoptosis. To validate this possibility in vivo, Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) staining and immunohistochemistry revealed an increased proportion of osteocytes positive for TUNEL or cleaved caspase-3 (CL-CAS3) (Fig. 1c). HE staining showed a massive increase in both dying and dead osteocytes in the femurs of *Mdm2*^cKO^ mice at 1 month and 2 months (Fig. 1d). Phalloidin staining and SEM showed that osteocytes in controls were rich in well-organized actin cytoskeleton, whereas those in *Mdm2*^cKO^ mice were shrunken and rounded, with fewer dendrites (Fig. 1e). HE staining, phalloidin staining, and SEM all showed an increase in empty lacunae in the femurs of *Mdm2*^cKO^ mice, whereas lacunae in control littermates were filled with normal osteocytes (Fig. 1d, e). These results suggest that *Mdm2* deletion induces osteocyte apoptosis in mice.

We also examined the role of MDM2 in osteocyte survival using the MLO-Y4 cells. The results showed that *Mdm2* knockdown induced apoptosis in MLO-Y4 cells as shown by Annexin V/PI flow cytometry, immunoblotting analysis, and TUNEL staining (Fig. S2b–e). p53, a well-known substrate of MDM2 that promotes apoptosis,^25^ mediated the osteocyte apoptosis induced by *Mdm2* knockdown, as concurrent *Tp53* knockdown rescued this effect. (Fig. S2b–e). Furthermore, immunofluorescent staining showed elevated p53 and p-p53 signals in the osteocytes of *Mdm2*^cKO^ mice (Fig. S3a), suggesting p53 accumulation and activation. We then performed an in vivo rescue experiment by crossing *Mdm2*^cKO^ mice with *Tp53*^flox/flox^ mice to generate *Dmp1-*Cre; *Mdm2*^flox/flox^; *Tp53*^flox/+^ mice (designated as *Mdm2*^cKO^; *Tp53*^fl/+^ mice). TUNEL staining indicated that the increased apoptosis of osteocytes in *Mdm2*^cKO^ mice was completely rescued by deletion of one allele of *Tp53* (Fig. S3b). Additionally, μ-CT experiments indicated that deletion of one allele of *Tp53* completely abolished the high bone mass phenotype of *Mdm2*^cKO^ mice (Fig. S3c–f). Quantitative analysis showed that BV/TV, Tb.Th., Tb.N., and Cort.Th. presented prominent reduction while Tb.Sp. was increased in *Mdm2*^cKO^; *Tp53*^fl/+^ mice compared to *Mdm2*^cKO^ mice, and no obvious difference was observed between *Mdm2*^cKO^; *Tp53*^fl/+^ and control mice (Fig. S3d, f). These results suggest that inhibition of osteocyte apoptosis rescues the high bone mass phenotype.

### Up-regulated osteogenic activity is responsible for the increased bone mass in *Mdm2*^cKO^ mice

Bone homeostasis is orchestrated by the functional activities of osteoclasts and osteoblasts.^1,2^ Anomalies in the functions of osteoblasts or osteoclasts can break the remodeling balance, leading to skeletal diseases such as osteoporosis, pathological fractures, bone deformity, and osteopetrosis.^26–28^ To reveal the mechanism underlying the high bone mass phenotype of *Mdm2*^cKO^ mice, we firstly analyzed bone resorption activity. Immunoblotting analysis showed increased protein levels of matrix metalloproteinase-9 (MMP9), nuclear factor of activated T-cells 1 (NFATC1) and tartrate-resistant acid phosphatase (TRAP) in the femurs of *Mdm2*^cKO^ mice at 1 month (Fig. S4a). ELISA assays revealed a markedly higher serum level of collagen type 1 cross-linked C-telopeptide (CTX-1), a bone resorption biomarker, in *Mdm2*^cKO^ mice (Fig. S4b). Consistently, analysis of TRAP staining images showed increased osteoclast surface/bone surface (Oc.S/BS) and osteoclast number/bone perimeter (Oc.N/BPm) in *Mdm2*^cKO^ mice (Fig. S4c). Immunohistochemistry showed increased numbers of NFATC1- and Cathepsin K (CK)-positive cells in *Mdm2*^cKO^ mice (Fig. S4d, e). These results reveal an apparent up-regulation of bone resorption in *Mdm2*^cKO^ mice compared to control mice, which can not explain the prominent high bone mass phenotype of the *Mdm2*^cKO^ mice.

We next investigated whether osteogenic activity is altered in *Mdm2*^cKO^ mice. Immunoblotting analysis showed up-regulated protein levels of osteogenic genes including Runt-related transcription factor 2 (RUNX2), Osterix (OSX) and collagen type I (COLI) in the femurs of *Mdm2*^cKO^ mice compared to the control mice at 1 month (Fig. 2a). ELISA assays showed that the serum level of procollagen type I N-terminal propeptide (PINP), a bone formation biomarker, was increased in *Mdm2*^cKO^ mice compared with their control littermates at 1 month (Fig. 2b). Calcein and Alizarin Red S (ARS) double labeling experiments, which measure the mineral apposition rate (MAR), indicated that MAR in *Mdm2*^cKO^ mice was dramatically increased compared to their control littermates (Fig. 2c). Immunohistochemistry of OSX and Osteocalcin (OCN) showed increased percentages of positive cells in *Mdm2*^cKO^ mice (Fig. 2d, e). In addition to endosteal osteogenesis, intramembranous bone formation driven by periosteal stem cells also contributes substantially to cortical bone mass.^29^ Therefore, we investigated whether periosteal bone formation was affected by loss of *Mdm2* in osteocytes. Calcein and ARS double labeling experiments indicated that periosteal MAR in *Mdm2*^cKO^ mice was also increased compared to their control littermates (Fig. S5a). Immunohistochemistry further showed increased percentages of OCN and OSX positive cells in the periosteum of *Mdm2*^cKO^ mice (Fig. S5b, c). These results collectively show that *Mdm2*^cKO^ mice exhibit apparent up-regulation of osteogenesis, which is consistent with the high bone mass phenotype.

**Fig. 2:**
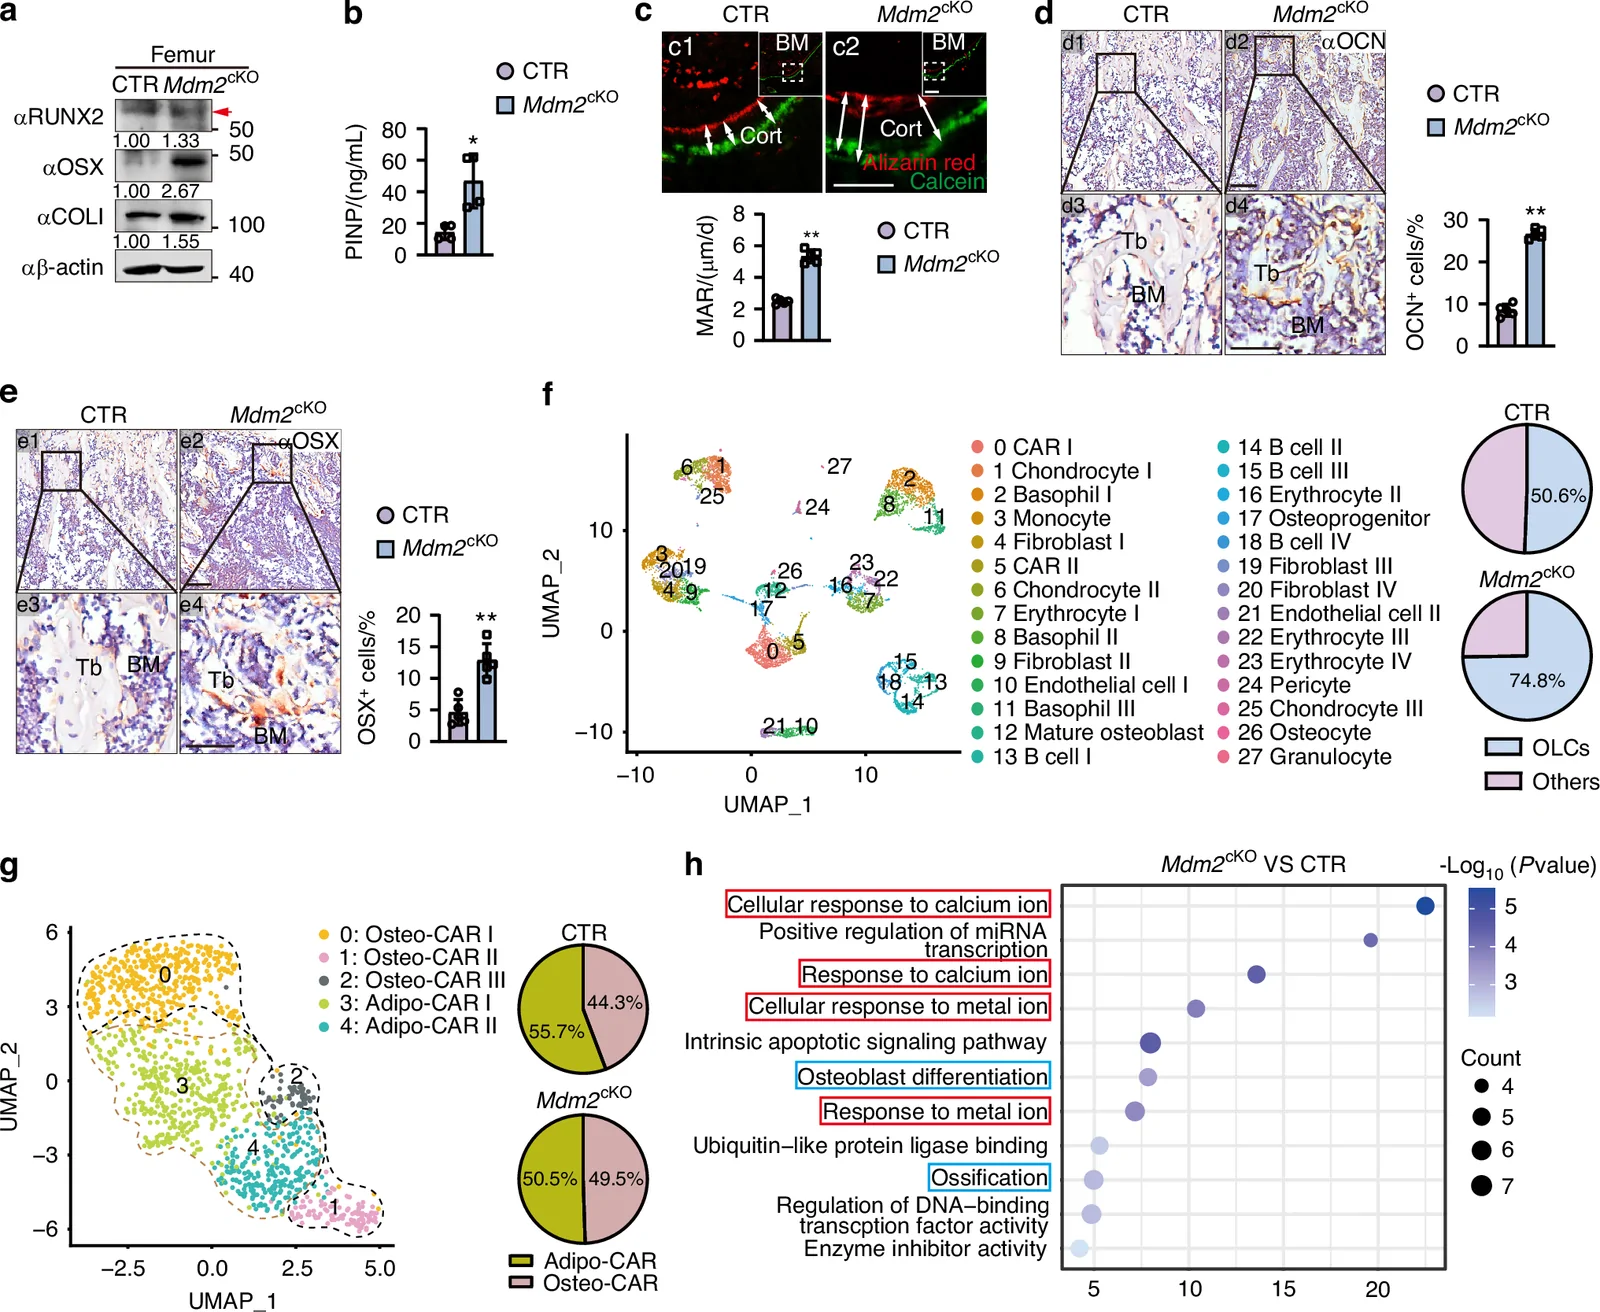
Osteoblastic differentiation and calcium ion related pathways in BMSCs are up-regulated in *Mdm2*^cKO^ mice. **a** Immunoblotting analysis showing the expression of osteogenesis related proteins RUNX2 (red arrow), OSX, and COLI in the femurs of *Mdm2*^cKO^ mice compared with control littermates at 1 month. β-actin served as the loading control. **b** PINP concentration in the serum of *Mdm2*^cKO^ mice compared with control littermates at 2 months by ELISA (*n* = 4 males). **c** Double labeling of Calcein and Alizarin red S (ARS) in the cortical bone of *Mdm2*^cKO^ mice and control littermates at 2 months. Calculation of the mineral apposition rate (MAR) was presented (*n* = 5 males). **d**, **e** Immunohistochemistry of OCN and OSX as well as histomorphometric quantification of the positive cells in *Mdm2*^cKO^ and control littermates at 2 months (*n* = 5 males). **f** UMAP plots showing the clustering of all sorted cells from bone marrow and matrix of *Mdm2*^cKO^ and control littermates at 2 months. The percentages of osteoblastic lineage cells (OLCs) in samples from *Mdm2*^cKO^ and control littermates was presented by pie charts. **g** UMAP plots of the scRNA-seq showing the BMSCs from *Mdm2*^cKO^ and control mice (including cluster 0 and 5 in Fig. 2f) with the subcluster 0, 3 and 4 as Osteo-CAR and the subcluster 1 and 2 as Adipo-CAR. Proportions of Osteo-CAR and Adipo-CAR in the BMSCs from *Mdm2*^cKO^ and control littermates were presented by pie charts. **h** GO analysis of Osteo-CAR showing enrichment of terms related to bone formation (blue rectangles) and calcium ion (red rectangles). Data information: BMSCs, bone marrow mesenchymal stem cells; Tb, trabecular bone; Cort, cortical bone; BM, bone marrow; CAR, *Cxcl12* abundant reticular cells. Scale bars: 100 μm [**c** (inserted magnification), **d** (d1, d2), **e** (e1, e2)], 50 μm **[c** (c1, c2), **d** (d3, d4), **e** (e3, e4)]. Data are presented as mean ± SD [*n* = 5/group (**c**, **d**, **e**); *n* = 4/group (**b**)]; *P < 0.05; **P < 0.01; 2-tailed unpaired Student’s *t* test (**b**, **c**, **d**, **e**)

### *Mdm2* deficiency promotes osteoblastic differentiation of BMSCs with enrichment of cellular calcium related pathways

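Marrow stroma for scRNA-seq was flushed and digested out of bone with the periosteum discarded, depleted of lineage-positive cells and sorted as CD45-, TER119- and CD71- cells. There was 1 library from *Mdm2* cKO mice and 1 from control littermates at 2 months, each made from 5 pooled mice. The paper describes these as males, and the sample labels as 3 males and 2 females per pool. *Xist*, which cells of females make, had 42 UMIs in osteocyte-like cells of the control and 119 in those of the *Mdm2* cKO library. This goes with females in both pools, as the labels have it. Across all kept cells *Mdm2* was at 61.8 CPM in the *Mdm2* cKO library (2763 UMIs) and 60.5 CPM in the control library (5806 UMIs). The deleted exons are not given in the sources used here, so this level does not check the deletion. The authors made the libraries with the Chromium 3' v3.1 kit, and the deposited UMI counts per gene and barcode came from Cell Ranger 7.0.0 on mm10. Here barcodes were kept with at least 200 genes, genes and UMIs per barcode within the percentiles 2 and 98 of the library, at most 20% mitochondrial UMIs and a novelty score above 0.8. Doublets were called with Scrublet in place of scDblFinder. SCTransform on 3000 features, CCA integration in Seurat, 50 principal components and a resolution of 0.8 gave the clusters. A cluster was named after the marker list with the highest score, and a class is a set of clusters of 1 name. Shares of cells are given with 95% exact Clopper-Pearson intervals. Expression is in UMIs summed over a class and scaled to CPM, with exact Poisson intervals, and ratios of CPM with exact conditional intervals. All of these intervals cover counting error only, since 5 mice were pooled and 1 library stood for each genotype. Genes are therefore given with levels and without tests. Free RNA puts UMIs of other cells' genes into every barcode, so the level in B-cell-like cells, which should lack stromal genes, is given for many of the stromal genes.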

To investigate the mechanisms underlying the phenotype of enhanced osteogenic activity and high bone mass in *Mdm2*^cKO^ mice, single-cell RNA sequencing (scRNA-seq) was performed to delineate the specific OLC subpopulation (Fig. S6a). 

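The control library held 8024 barcodes with 124385748 UMIs and the *Mdm2* cKO library 4347 barcodes with 58612790 UMIs. Median UMIs per barcode were 8842 and 8386. More than 20% mitochondrial UMIs were found in 1389 barcodes (17.3%) of the control and 898 (20.7%) of the *Mdm2* cKO library, and fewer than 200 genes in 99 and 320. Scrublet called 3 barcodes (0.0374%) in the control library, which is far under any doublet rate of such a load, so the caller has not worked there, and 32 (0.736%) in the *Mdm2* cKO library. After these steps 6190 barcodes (77.1%) were kept from control and 3220 (74.1%) from *Mdm2* cKO mice, with medians of 10617 and 10890 UMIs and 3296 and 3091 genes.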

In our experiments, 8 024 cells from control mice (*n* = 5) and 4 347 cells from *Mdm2*^cKO^ mice (*n* = 5) were captured. 

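The sorted marrow cells held CAR-like, osteoblast-like, osteocyte-like, chondrocyte-like, fibroblast-like, endothelial-like and pericyte-like cells, beside blood cells that had passed the depletion. There were 27 clusters, of which 24 could be named and 3 could not (5.77% of control and 6.86% of *Mdm2* cKO cells). Chondrocyte-like cells, with *Col2a1* and *Acan* among their naming genes, made up 22.9% (95% exact interval 21.9 to 24.0) of control cells and 14.7% (13.5 to 16.0) of *Mdm2* cKO cells. A cluster of this class that was led by Msmp, *Prg4* and *Chil1*, with no naming gene in the lead, went the other way, at 4.91% (4.39 to 5.48) and 7.52% (6.63 to 8.48), and the rest of the class made up 18.0% (17.1 to 19.0) and 7.20% (6.34 to 8.15). Erythroid-like cells made up 9.48% (8.76 to 10.2) and 3.14% (2.56 to 3.80). Basophil-like cells made up 9.01% (8.31 to 9.76) and 15.6% (14.4 to 16.9), and B-cell-like cells 9.66% (8.94 to 10.4) and 15.2% (14.0 to 16.5). CAR-like cells, the stromal cells that make *Cxcl12*, were 14.8% (13.9 to 15.7) and 18.3% (17.0 to 19.7). Fibroblast-like cells were 14.4% (13.6 to 15.3) and 12.9% (11.8 to 14.1), and endothelial-like cells 5.93% (5.35 to 6.55) and 4.66% (3.96 to 5.44). These are shares of the cells left by lineage depletion and the CD45-, TER119-, CD71- sort, not of marrow, and shares within 1 library depend on each other.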

After uniform manifold approximation and projection (UMAP) clustering, cells were divided into 28 clusters (Fig. 2f) by different cell-specific markers (Fig. S6b). Among them, *Postn* characterized cluster 12 and 17 as osteoblasts, and *Dmp1* characterized cluster 26 as osteocytes (Fig. S6b, c). 

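*Dmp1* marked the osteocyte-like cluster, while *Postn* was highest in fibroblast-like cells. *Dmp1* (ENSMUSG00000029307, chromosome 5 from 104202613 to 104214102), a matrix protein of osteocytes and a naming gene of this class, was at 4415 CPM (4159 to 4682) in the 16 osteocyte-like cells of the control library and 8677 CPM (8461 to 8897) in the 27 of the *Mdm2* cKO library. In osteoblast-like cells it was at 218 and 343 CPM and in B-cell-like cells at 0.565 and 1.35 CPM. *Postn* (ENSMUSG00000027750, chromosome 3 from 54361109 to 54391037), a matrix protein of periosteum and fibrous tissue, was at 546 CPM (532 to 561) in fibroblast-like cells of the control and 222 CPM (211 to 234) in those of the *Mdm2* cKO library. It was at 87.8 CPM (79.4 to 96.8) and 48.5 CPM (41.9 to 55.8) in osteoblast-like cells, and at 1.32 and 1.35 CPM in B-cell-like cells. The osteocyte-like cells held 1 UMI of *Postn* in each library. Osteoblast-like cells numbered 266 and 156.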

We sorted out clusters 12, 17, and 26, together with clusters 0 and 5, and collectively referred to them as OLCs. 

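CAR-like, osteoblast-like and osteocyte-like cells together, the osteoblastic lineage cells, made up a larger share of the *Mdm2* cKO library. They were 773 of 3220 cells (24.0%, 95% exact interval 22.5 to 25.5) in the *Mdm2* cKO library and 1197 of 6190 cells (19.3%, 18.4 to 20.3) in the control library, a difference of 4.67 points. CAR-like cells were 590 and 915 of these cells. Osteoblast-like cells were 4.84% (4.13 to 5.64) of the *Mdm2* cKO and 4.30% (3.81 to 4.83) of the control library, and osteocyte-like cells 0.839% (0.553 to 1.22) and 0.258% (0.148 to 0.419). Over non-haematopoietic cells alone the lineage made up 42.0% (39.7 to 44.3) in *Mdm2* cKO and 30.1% (28.7 to 31.6) in control mice. Chondrocyte-like and erythroid-like cells were scarcer in the *Mdm2* cKO library, and over all cells but these the shares were 29.2% (27.5 to 31.0) and 28.6% (27.3 to 30.0), a denominator chosen after the class shares were seen. Over mesenchymal cells other than chondrocyte-like, chosen at the same point, they were 63.6% (60.8 to 66.3) and 54.7% (52.6 to 56.8), intervals that lie apart. The shares are of cells left by lineage depletion and the CD45-, TER119-, CD71- sort in 1 pool per genotype, and no interval covers differences between mice or sorts.

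**Figure D1:**
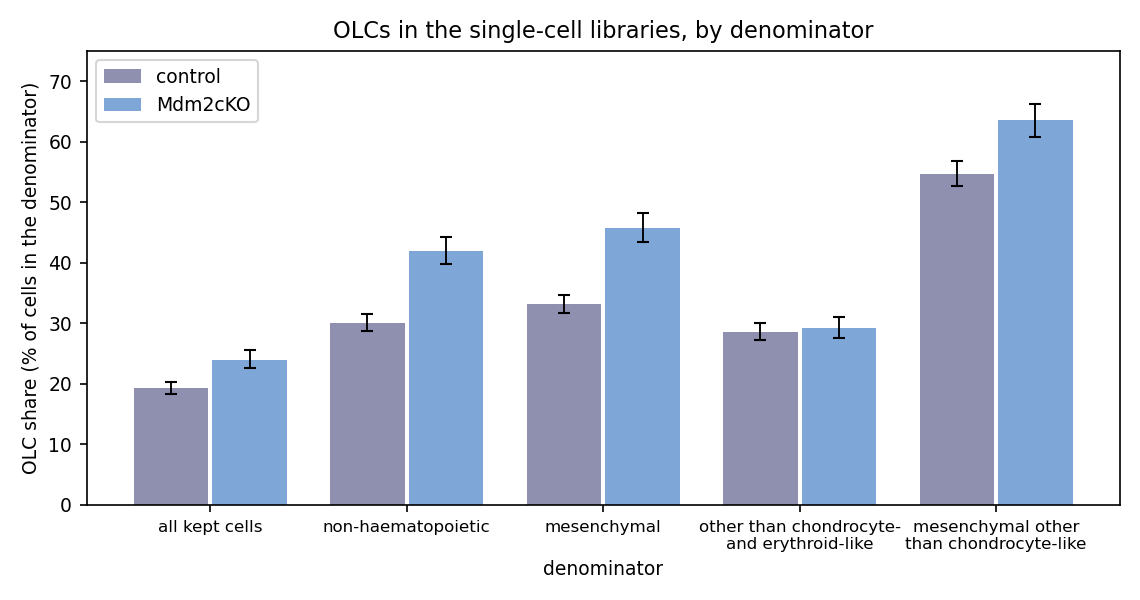
Osteoblastic lineage cells (CAR-like, osteoblast-like and osteocyte-like) as a percentage of cells in the control and *Mdm2* cKO libraries (y axis), for 5 denominators (x axis). Bars are shares and error bars are 95% exact Clopper-Pearson intervals. The intervals overlap over all cells other than chondrocyte-like and erythroid-like, and for the other denominators the *Mdm2* cKO share lies above the control share.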

The results showed that the proportions of OLC clusters in *Mdm2*^cKO^ mice were increased compared to the control mice (Fig. 2f), consistent with our earlier results showing that osteogenic activity was up-regulated in *Mdm2*^cKO^ mice.

We defined clusters 0 and 5 as *Cxcl12*-abundant reticular (CAR) cells due to high expression levels of *Cxcl12* and other common stromal cell markers such as *Kitl* (Fig. S6c, d).^30–32^ 

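*Cxcl12* (ENSMUSG00000061353, chromosome 6 from 117168535 to 117181367), the chemokine that retains hematopoietic stem cells in marrow, was at 9696 CPM in CAR-like cells of the *Mdm2* cKO library and 10435 CPM in those of the control library, a ratio of 0.929. *Kitl* (ENSMUSG00000019966, chromosome 10 from 100015630 to 100100416), which encodes stem cell factor, was at 2906 and 3134 CPM in the same cells. Endothelial-like cells held less of both, with 181 and 377 CPM of *Cxcl12* and 312 and 314 CPM of *Kitl*. Osteoblast-like cells had 16.8 and 64.9 CPM of *Cxcl12*, against 14.0 and 70.2 CPM in B-cell-like cells, a level that free RNA can give. *Kitl* was at 2.69 and 10.5 CPM in B-cell-like cells. Both genes are among those that named the CAR-like clusters.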

The 1 206 cells from clusters 0 and 5 were integrated for subgroup classification into 5 subclusters based on the expression of osteogenic and adipogenic genes (Fig. 2g; Fig. S6e).^32–34^ 

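The CAR-like cells numbered 1505 in 3 clusters, of which 1 (169 control and 79 *Mdm2* cKO cells) lay near osteoblast-like cells, with *Mmp13* and *Tnc* among its leading genes and scores of 1.26 for CAR and 1.25 for osteoblast markers. At a resolution of 0.5 the CAR-like cells fell into 6 subclusters, and each was named by the higher of its scores for osteogenic and adipogenic CAR genes. Subcluster 2, with 188 control and 95 *Mdm2* cKO cells, was led by *Fat3*, *Nlgn1*, *Spp1* (osteopontin), *Postn* and *Omd* (osteomodulin), and its osteogenic score was 1.41. Subcluster 1, with 148 and 135 cells, was led by *Mamdc2*, *Gabrg3* and *Ptchd4* and had none of either list in the lead. Its osteogenic score of -0.249 and its adipogenic score of -0.255 were close to a tie, and the higher osteogenic score named it Osteo-CAR. Subclusters 0, 3 and 5 were named Adipo-CAR. Subcluster 0 (276 and 190 cells) was led by *Cxcl9*, *Apod* and *Lpl* (lipoprotein lipase), and subcluster 5 (13 and 19 cells) by *Kit* and *Phex*. Subcluster 3 (190 and 65 cells) had the immediate-early genes *Fos*, *Jun* and *Junb* in the lead beside the basophil genes *Mcpt8* and *Prss34*. Subcluster 4 (100 and 86 cells) had a median of 2110.5 UMIs against 12955 in subcluster 2 and no marker of either list in the lead, and was left unnamed.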

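Osteo-CAR cells, the CAR-like cells with the higher score for bone genes such as *Spp1* and *Runx2*, made up 230 of 590 CAR-like cells of the *Mdm2* cKO library (39.0%, 95% exact interval 35.0 to 43.1) and 336 of 915 of the control library (36.7%, 33.6 to 39.9), a difference of 2.26 points within counting error. This class held subcluster 2, with *Spp1*, *Postn* and *Omd* in the lead, which was the larger part in the control library, and subcluster 1, close to a tie of the scores, which was the larger part in the *Mdm2* cKO library. Subcluster 2 alone made up 16.1% (13.2 to 19.3) of CAR-like cells in the *Mdm2* cKO library and 20.5% (18.0 to 23.3) in the control library. Subcluster 1 made up 22.9% (19.5 to 26.5) and 16.2% (13.8 to 18.7). The direction of the share thus rested on the name of subcluster 1. At a subcluster resolution of 0.3 or 0.8 and with no integration of the libraries that subcluster took the adipogenic name, and the *Mdm2* cKO share less the control share was -4.34, -5.51 and -3.93 points. At 0.8 the scores of that subcluster were close to a tie too, at -0.216 (osteogenic) and -0.212 (adipogenic). Clustering anew with the genes sorted in another order also turned its name, and the shares were then 16.3% and 20.7%. When each cell was named by its own score the shares were 38.5% and 38.7%. Some settings chosen after the values were seen kept the share higher in the *Mdm2* cKO library. It was 32.3% against 27.7% without the CAR-like cluster near osteoblast-like cells. With the shallow subcluster 4 named by its scores it was 53.6% against 47.7%, and over named cells 45.6% against 41.2%. The 11 genes of the osteogenic CAR list had a median log2 ratio of -0.66 over all CAR-like cells, so the share of Osteo-CAR cells and their expression are not separate readouts. From its shares of both kinds of CAR cell (Fig. 2g), the paper proposes that BMSCs of *Mdm2* cKO mice turn more to osteoblasts and less to adipocytes.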

The results showed that in *Mdm2*^cKO^ mice, the proportions of Osteo-CAR clusters were increased while the proportions of Adipo-CAR clusters were decreased (Fig. 2g). These results suggest that BMSCs in *Mdm2*^cKO^ mice display enhanced osteoblastic differentiation and impaired adipogenic commitment.

To reveal the underlying mechanisms along with enhanced osteoblastic differentiation of BMSCs in *Mdm2*^cKO^ mice, DEGs in the Osteo-CAR clusters were analyzed. GO analysis showed that DEGs were mainly associated with categories like “osteoblast differentiation” and “ossification”. 

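Osteo-CAR cells of the *Mdm2* cKO library held less RNA of bone matrix genes than those of the control library, and *Runx2*, the master regulator of osteoblasts, differed in direction between the parts of the class. In subcluster 2, the part led by bone matrix genes, *Col1a2*, a chain of type I collagen, was at 2842 against 5004 CPM, 1.76-fold lower (95% exact interval 1.70 to 1.83), *Sparc*, which encodes osteonectin, was 2.01-fold lower (1.94 to 2.08), and *Bglap2*, a copy of the osteocalcin gene *Bglap*, was 3.64-fold lower (3.13 to 4.26). There *Runx2* was at 3099 against 2306 CPM, 1.34-fold higher (1.29 to 1.40), with 32.7 and 24.5 CPM in B-cell-like cells. *Sp7*, which encodes Osterix, was at 88.0 against 93.0 CPM, a ratio of 0.947 (0.754 to 1.18). *Dlx5*, another osteoblast transcription factor, had a ratio of 1.18 (0.951 to 1.45), and the chromatin protein gene *Satb2* one of 1.05 (0.985 to 1.11). *Smpd3*, a sphingomyelinase needed for mineralization, was 1.60-fold higher (1.23 to 2.08). In subcluster 1 *Runx2* was 1.21-fold lower (1.15 to 1.27), *Sparc* 1.99-fold lower, *Sp7* 1.73-fold lower (1.09 to 2.77), *Satb2* 1.44-fold lower (1.27 to 1.62) and *Smpd3* 3.87-fold lower (1.64 to 10.6, on 7 against 26 UMIs). Of 15 measured osteoblast markers 2 had higher and 13 lower ratios over the whole class, at a median log2 ratio of -0.88 (percentile 0). In subcluster 2 there were 5 higher and 10 lower, at a median of -0.58 (percentile 0.045). *Spp1*, *Runx2*, *Sp7* and *Bglap* are among the genes that named the subclusters. Free RNA of matrix genes was lower in the *Mdm2* cKO library too. B-cell-like cells held 64.0 against 461 CPM of *Col1a2*, 76.5 against 668 CPM of *Sparc*, 8.26 against 113 CPM of *Bglap2* and at most 10.6 CPM of *Sp7*, *Dlx5*, *Satb2* and *Smpd3*, and the osteoblast list had a median of -2.85 in them. Chondrocyte markers were lower in subcluster 2 as well, at a median of -2.61, and *Dmp1* had 3 UMIs against 357. Doublet calling had failed in the control library, so doublets or admixed cells of bone and cartilage there may add to these differences. This was not tested. *Gm42418*, which was higher in every class of the *Mdm2* cKO library, took 77731 against 21305 CPM in Osteo-CAR cells, and without it and 5 more such genes, chosen after their values were seen, the osteoblast median was -0.77. *Mdm2* was at 59.5 against 51.4 CPM in Osteo-CAR cells (ratio 1.16, 0.929 to 1.44).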

Previous studies confirmed a critical role of calcium signaling in regulating osteoblastic differentiation,^35,36^ and we noticed several enriched categories were related to intracellular calcium such as “cellular response to calcium ion” and “cellular response to metal ion” (Fig. 2h). These results suggest enhanced osteoblastic differentiation of BMSCs is correlated to enrichment of cellular calcium ion related activities.

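Calcium genes were level as a group in Osteo-CAR cells, whereas immediate-early genes, which many stimuli including calcium entry induce, were lower in the *Mdm2* cKO library. Of 27 measured genes of calcium stores, calmodulins and calcineurin, 17 had higher ratios, and their median log2 ratio was 0.08, inside the middle 95% of matched random lists. In subcluster 2 alone 12 of 26 did, at a median of -0.09. Of 23 measured calcium channels and transporters 16 had higher ratios, at a median of 0.14 (percentile 83.7), or 0.09 in subcluster 2 and 0.15 in subcluster 1. *Cacna1e*, a pore subunit of R-type calcium channels, was 4.44-fold higher (3.61 to 5.50), and subcluster 1 held 404 of its 404 UMIs in the *Mdm2* cKO and 116 of 119 in the control library. *Cacna1d*, a pore subunit of L-type calcium channels, was 2.00-fold higher (1.63 to 2.45), and *Cacna1c*, another such subunit, was higher at 347 against 231 CPM (interval of the ratio 1.37 to 1.65). *Itpr2*, an IP3 receptor of calcium stores, was 1.58-fold higher (1.44 to 1.74). *Nfatc2*, a transcription factor that calcineurin activates, was 3.31-fold lower (2.26 to 4.99), and *Calm1*, a calmodulin gene, was 1.92-fold lower (1.69 to 2.18). B-cell-like cells held 0.769 and 3.58 CPM of *Cacna1c* in the *Mdm2* cKO and control libraries, 1.15 and 4.90 CPM of *Cacna1d*, and 280 and 201 CPM of *Itpr2* and 792 and 983 CPM of *Calm1*, which they make themselves.
All 6 measured AP-1 genes had lower ratios in Osteo-CAR cells of the *Mdm2* cKO library, at a median log2 ratio of -1.41 (percentile 0.01), or -1.01 in subcluster 2 and -2.63 in subcluster 1. Without the 6 genes that were higher in every class it was -1.30. *Fos* (ENSMUSG00000021250, chromosome 12 from 85473890 to 85477273) was at 605 against 1372 CPM, 2.27-fold lower (2.14 to 2.40), and *Jun* was 2.84-fold lower (2.63 to 3.07). All 19 other immediate-early and heat-shock genes were lower too, at a median of -1.33, with *Egr1* at 208 against 628 CPM and *Hspa1a* 7.01-fold lower (4.30 to 12.1). AP-1 genes had medians of -1.32 over all CAR-like cells, -1.08 in B-cell-like cells, -1.40 in the few osteocyte-like cells, -0.35 in osteoblast-like cells, -0.08 in chondrocyte-like cells and 0.79 in basophil-like cells. Chondrocyte-like clusters differed in size between the libraries, and within the 3 that held at least 50 cells of each the medians lay between -0.37 and 0.04. *Fos* was at 16.9 and 143 CPM in B-cell-like cells. Within CAR-like cells *Fos* was lower in Adipo-CAR subclusters too, by 13.9-fold (12.2 to 15.9) in subcluster 0 and 1.10-fold (1.07 to 1.13) in subcluster 3. In subcluster 5 it had 3 UMIs against 133. For the Osteo-CAR parts it was 1.73-fold lower (1.63 to 1.83) in subcluster 2 and 9.40-fold lower (6.97 to 12.9) in subcluster 1. The lower *Fos* was therefore not particular to Osteo-CAR cells.

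**Figure D2:**
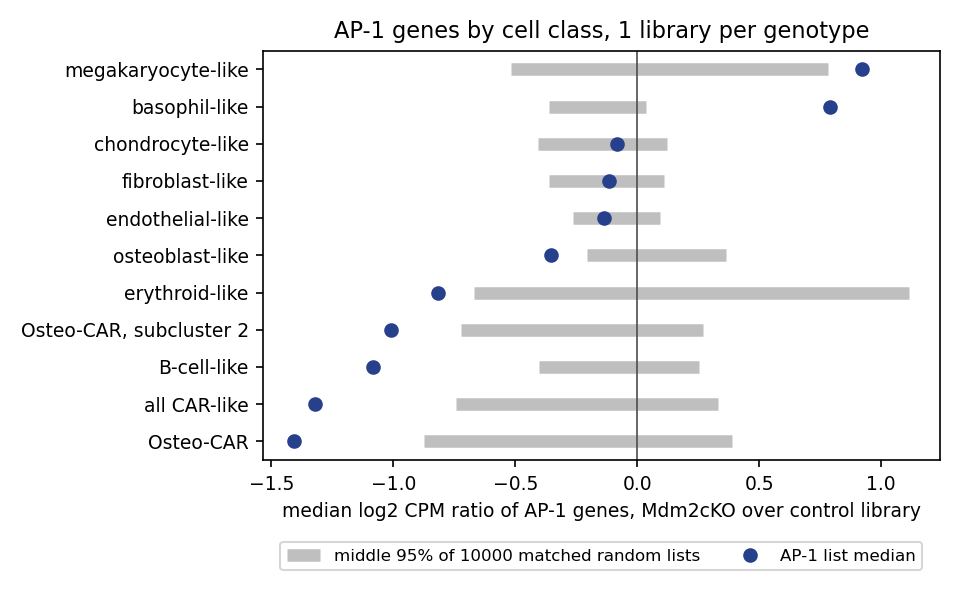
Median log2 CPM ratio of AP-1 genes, *Mdm2* cKO over control library (x axis), in 11 groups of cells (y axis). Points are medians over the measured AP-1 genes within a group, and grey bars span the middle 95% of 10000 random lists matched on size and expression. Osteo-CAR, all CAR-like and B-cell-like cells lie under -1, and fibroblast-like, endothelial-like and chondrocyte-like cells lie near 0.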

### *Mdm2* deficient osteocytes promote osteoblastic differentiation of BMSCs in a paracrine manner

To investigate whether the osteocytes deficient of *Mdm2* were responsible for the up-regulated osteoblastic differentiation of BMSCs, primary mouse BMSCs were co-cultured with MLO-Y4 cells transfected with scramble or *Mdm2* siRNA using an 8-μm transwell system in osteogenic differentiation medium (Fig. 3a). After co-culture with *Mdm2* knockdown MLO-Y4 cells, BMSCs showed increased expression of RUNX2 and OSX as assessed by immunofluorescent staining and immunoblotting analysis (Fig. 3b). ARS assays showed enhanced mineralization capacity of BMSCs co-cultured with *Mdm2* knockdown MLO-Y4 cells (Fig. 3c). Since DEGs in the BMSCs from *Mdm2*^cKO^ mice versus those from control mice were enriched in the calcium signaling pathways as described above, cultured BMSCs were stained with the calcium probe Fluo-4AM. The results showed that BMSCs co-cultured with *Mdm2* knockdown MLO-Y4 cells exhibited increased cytoplasmic fluorescence intensity compared to those co-cultured with control MLO-Y4 cells, suggesting elevated intracellular calcium levels (Fig. 3d).

**Fig. 3:**
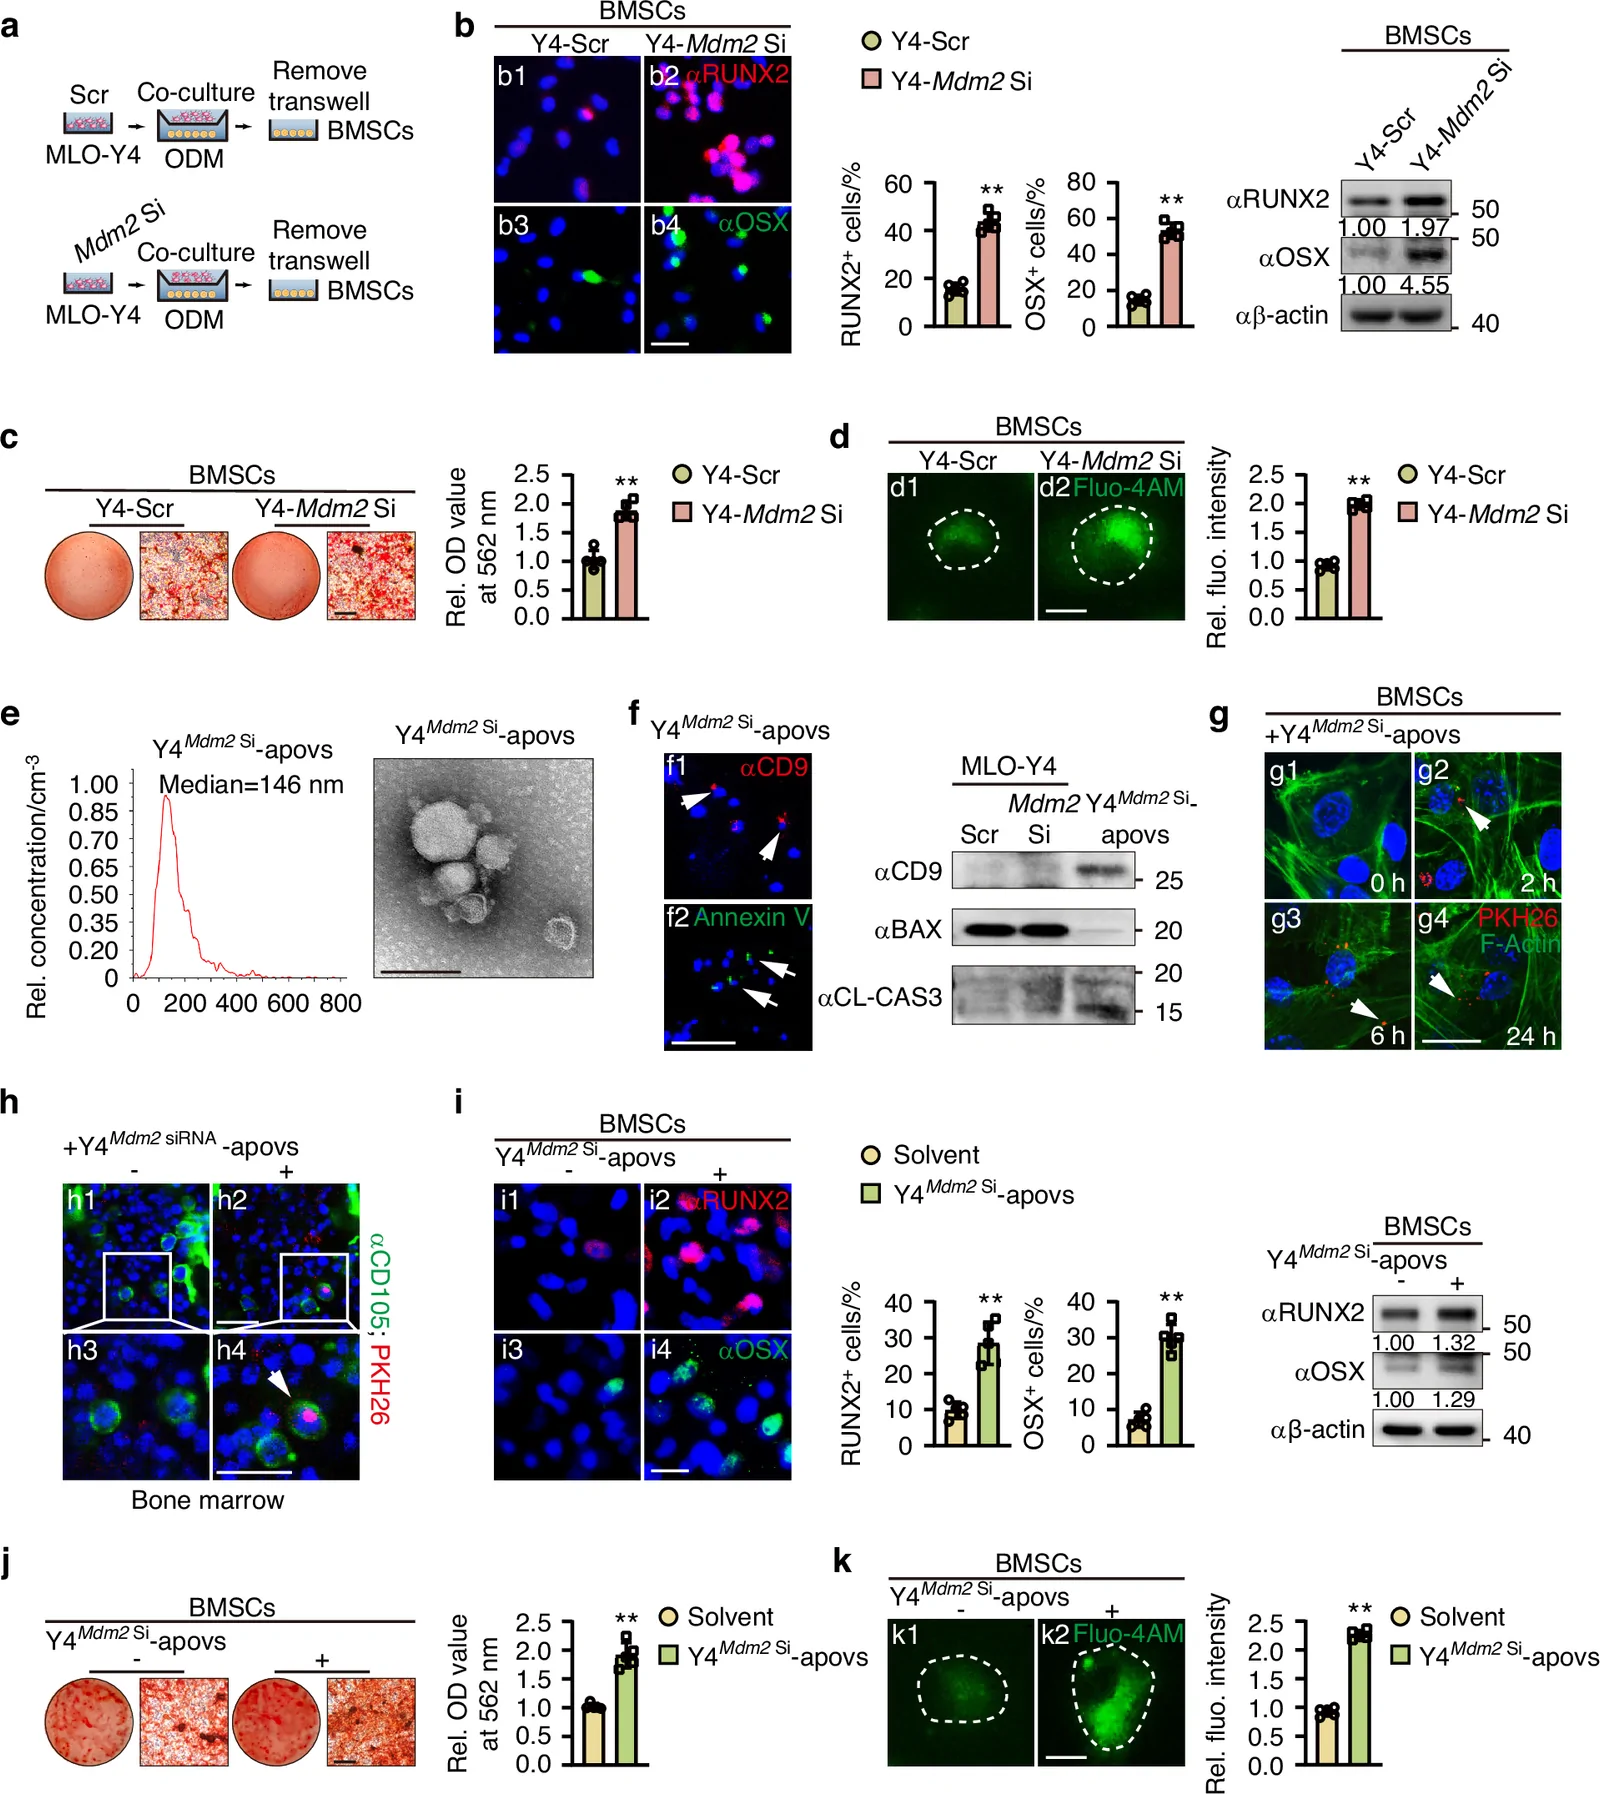
Apoptotic vesicles (apovs) derived from *Mdm2*-deficient osteocytes induce the osteoblastic differentiation of BMSCs. **a** Diagrammatic sketch of the co-culture strategy. **b** Immunofluorescence and immunoblotting analysis of RUNX2 and OSX in BMSCs after co-culture in ODM with MLO-Y4 cells transfected with *Mdm2* or scramble siRNA. Quantification of RUNX2 and OSX positive cells was presented. **c** ARS staining of BMSCs after co-culture in the ODM with MLO-Y4 cells transfected with *Mdm2* or scramble siRNA. Quantification of the eluted ARS dye was presented. **d** Fluo-4AM staining in BMSCs after co-culture with MLO-Y4 cells transfected with *Mdm2* or scramble siRNA. Quantification of Fluo-4AM fluorescence intensity was presented. **e** The size distribution of apovs shown by NTA and the morphology of apovs shown by TEM. **f** Immunofluorescence of Annexin V and CD9 in the apovs. Immunoblotting analysis of CD9, BAX and CL-CAS3 in the indicated MLO-Y4 cells and apovs. **g** Confocal microscopy images showing engulfment of apovs (PKH26 labeled) by BMSCs (F-actin) after co-culture for 0, 2, 6 and 24 h. **h** Confocal microscopy images showing engulfment of PKH26-labeled apovs by CD105-positive BMSCs 24 h after intravenous injection in vivo. **i** Immunofluorescence and immunoblotting analysis of RUNX2 and OSX in BMSCs cultured with ODM containing 1 μg/mL apovs or a solvent control. Quantification of RUNX2 and OSX positive cells was presented. **j** ARS staining of BMSCs cultured with 1 μg/mL apovs or a solvent control. Quantification of the eluted ARS dye was presented. **k** Fluo-4AM staining in BMSCs cultured with 1 μg/mL apovs or a solvent control. Quantification of Fluo-4AM fluorescence intensity was presented. Data information: White arrows point to the indicated apovs. NTA nanoparticle tracking analysis, TEM transmission electron microscopy, Scr Scramble siRNA; *Mdm2* Si; *Mdm2* siRNA; Y4^*Mdm2* Si^-apovs, apovs derived from MLO-Y4 cells with *Mdm2* knockdown; ODM, osteoblastic differentiation medium. Scare bars: 100 μm (**c**, **j**), 20 μm (**b**, **h**, **i**), 200 nm (**e**), 10 μm (**d**, **g, k**), 5 µm (**f**). Data are presented as mean ± SD (*n* = 5/group); **P < 0.01; 2-tailed unpaired Student’s *t* test (**b**, **c**, **d**, **i**, **j**, **k**)

To determine whether the osteogenic induction is specifically associated with apoptosis caused by *Mdm2* deficiency, we treated MLO-Y4 cells with a procaspase-3 activator, PAC-1, to induce cell apoptosis. BMSCs were then co-cultured with MLO-Y4 cells treated with scramble siRNA, PAC-1, or *Mdm2* siRNA (Fig. S7a). The results showed that compared with BMSCs co-cultured with *Mdm2* knockdown cells, those co-cultured with PAC-1 treated cells did not show increased levels of RUNX2 and OSX expression, enhanced mineralization capacity, or elevated intracellular calcium levels (Fig. S7b–d). Collectively, these results reveal that *Mdm2* knockdown MLO-Y4 cells enhance osteoblastic differentiation of BMSCs in a paracrine manner, and this effect specifically depends on *Mdm2* knockdown rather than general apoptosis.

Additionally, scRNA-seq results showed the decreased proportion of Adipo-CAR clusters. 

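Adipogenic CAR genes were level as a group in CAR-like cells of the *Mdm2* cKO library, and their members differed in direction. Adipo-CAR cells made up 274 of 590 CAR-like cells in the *Mdm2* cKO library (46.4%, 95% exact interval 42.4 to 50.6) and 479 of 915 in the control library (52.3%, 49.1 to 55.6). By subcluster, the largest, subcluster 0, led by *Cxcl9*, *Apod* and *Lpl*, made up 32.2% (28.4 to 36.1) and 30.2% (27.2 to 33.3). Subcluster 3, led by *Fos*, *Jun* and *Junb* with basophil genes beside them, made up 11.0% (8.61 to 13.8) and 20.8% (18.2 to 23.5), and subcluster 5 made up 3.22% (1.95 to 4.98) and 1.42% (0.759 to 2.42). The lower summed share thus came from subcluster 3, whose leading genes differ between the libraries, so that its size and their expression are not separate. Subclusters 3 and 5 had more markers of another class than of their own among their 10 leading genes, so expression is given by subcluster number. In subcluster 0, *Adipoq*, which encodes adiponectin, was at 1226 against 1766 CPM, 1.44-fold lower (1.38 to 1.51), and *Apoe*, an apolipoprotein, was 1.64-fold lower (1.58 to 1.70). *Lepr*, the leptin receptor, was 1.34-fold higher (1.28 to 1.40), *Cebpa*, an adipogenic transcription factor, was 1.25-fold higher (1.10 to 1.41), and *Pparg*, the master regulator of adipocytes, had a ratio of 1.08 (0.979 to 1.18). Over all CAR-like cells *Pparg* was higher at 358 against 298 CPM (interval of the ratio 1.14 to 1.27), and 4 of 10 adipogenic CAR genes had higher ratios, at a median log2 ratio of -0.08 (percentile 37.0). B-cell-like cells held 0.192 and 0.753 CPM of *Pparg*, 0.961 and 7.53 CPM of *Adipoq*, 22.7 and 36.7 CPM of *Apoe* and 0.769 and 2.64 CPM of *Cebpa* in the *Mdm2* cKO and control libraries, and at most 7.72 CPM of *Lepr*.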

Consistently, BMSCs co-cultured with *Mdm2* knockdown MLO-Y4 cells under adipogenic induction showed reduced expression of *Pparγ* and *C/ebpα* (Fig. S8a) and decreased lipid droplet formation (Fig. S8b). These findings further support the osteogenic effect of *Mdm2* knockdown MLO-Y4 cells on BMSCs, potentially through a shift in lineage commitment away from adipogenesis.

### Apovs derived from *Mdm2*-deficient osteocytes promote osteoblastic differentiation of BMSCs

Apovs, a special type of extracellular vesicles secreted by apoptotic cells, have been demonstrated to participate in intercellular communications.^37^ To unveil whether apovs mediated the influence of osteocytes on BMSCs, the apovs released by MLO-Y4 cells with *Mdm2* knockdown were isolated as previously described.^38^ Nanoparticle tracking analysis (NTA) and transmission electron microscopy (TEM) analyses were conducted to reveal the size distribution and shapes of the apovs (Fig. 3e). Immunofluorescence and immunoblotting analysis confirmed the presence of the extracellular vesicle surface marker CD9 as well as apoptotic markers including Annexin V, BAX, and CL-CAS3 in the apovs (Fig. 3f). To determine whether the apovs were internalized by BMSCs, apovs were labeled by PKH26, a red cell membrane dye, and added to the culture medium of BMSCs. Confocal microscopy images demonstrated the presence of the PKH26-labeled apovs inside the BMSCs as early as 2 h post-treatment, with sustained signals at 6 and 24 h post-treatment (Fig. 3g). To further explain the engulfment in vivo, PKH26-labeled apovs were intravenously injected into mice, which were sacrificed 24 h later. Immunofluorescence of CD105 was performed to identify BMSCs. Confocal microscope images displayed clear co-localization of PKH26 signals with CD105-positive cells within the bone marrow niche (Fig. 3h). Thus, apovs from *Mdm2* knockdown MLO-Y4 cells were indeed engulfed by BMSCs.

To investigate the effects of the MLO-Y4 derived apovs on BMSCs, BMSCs were treated with the apovs in the osteogenic differentiation medium. Both cell immunofluorescence and immunoblotting analysis revealed enhanced expression of RUNX2 and OSX in the BMSCs cultured with apovs under osteogenic induction (Fig. 3i), together with ARS assays showing enhanced mineralization capacity (Fig. 3j). Fluo-4AM staining showed increased fluorescence intensity in the apovs treated BMSCs (Fig. 3k). Additionally, RT-qPCR results showed decreased expression of *Pparγ* and *C/ebpα*, and ORO staining revealed less intracellular lipid droplet formation of BMSCs treated with apovs derived from *Mdm2* knockdown MLO-Y4 cells (Fig. S8c, d). Collectively, these results indicate that MLO-Y4 cells with *Mdm2* knockdown determined the differentiation fate of BMSCs, promoting osteogenic differentiation while suppressing adipocytic differentiation via an apovs-mediated paracrine mechanism.

### TRPM8 and PIRT are enriched in apovs from *Mdm2*-deficient osteocytes

Although apovs engulfment by BMSCs was evident, this uptake alone does not fully explain the observed osteogenic effects. To identify the specific components in apovs that are responsible for regulating the differentiation fate of BMSCs, we characterized the apov-producing *Mdm2*-deleted osteocytes by the bulk RNA-seq results of osteocytes. 

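Keratin and nerve genes were among the genes with the highest ratios in the *Mdm2* cKO osteocyte library, and *Col10a1*, *Ihh* and *Prg4* of growth plates and joints among those with the lowest. Of the genes tested, 513 were higher and 248 lower in the *Mdm2* cKO library, 761 in all. Among the genes with the lowest ratios, *Col10a1* (ENSMUSG00000039462, chromosome 10 from 34389981 to 34397085), the collagen of hypertrophic chondrocytes, had 5723 reads against 43497 in the control library (log2 ratio -2.92, counting standard error 0.0203). *Ihh*, the hedgehog ligand of prehypertrophic chondrocytes, was at -2.16 with 73 against 328 reads, and *Prg4*, the lubricin of joint surfaces, was at -2.91 with 95 against 717 reads. Of 11 chondrocyte markers, 3 were lower (*Col10a1*, *Matn3* and *Hapln1*) and none was higher, also when adjusted over the list alone, while the median of the list lay on the other side of 0, at 0.13 (percentile 98.2). Among 15 osteoblast markers, 3 were higher and 1 was lower, the same when adjusted over the list alone, with a median of 0.14 (percentile 97.7). *Bglap* (ENSMUSG00000074483, chromosome 3 from 88383501 to 88384464), which encodes osteocalcin and may share reads with its copy *Bglap2*, had 1072 reads against 282 (log2 ratio 1.93, q = 3.7e-106 by the exact binomial test), and *Smpd3* was at -1.37. Of 10 osteocyte markers, *Sost* (log2 ratio 1.02, 51 against 25 reads) and *Ptprz1* (1.25) were higher and *Fgf23* (-1.22) was lower, also when adjusted over the list alone, at a median of -0.23 (percentile 0.81). *Tnfsf11* (ENSMUSG00000022015, chromosome 14 from 78277445 to 78308043), which encodes the osteoclast factor RANKL, was lower with 185 against 414 reads (log2 ratio -1.16, q = 2.6e-19 by the exact binomial test), and *Tnfrsf11b*, which encodes its decoy receptor, was at -0.94. None of 11 osteoclast markers passed, over all genes or adjusted over the list alone, and their median was 0.11 (percentile 86.5), with *Acp5* at 0.60 and *Ctsk* at 0.28. Neutrophil genes were higher as a list (median 0.52, percentile 100) and megakaryocyte genes lower (median -0.62, percentile 0), which are cells of the marrow. Where mice were assumed to differ with a biological coefficient of variation of 0.2, an edgeR exact test called 121 genes, and at 0.4 it called 12. With at least 50 reads asked for, so that fewer genes were tested, 384 genes were called.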

We identified 2663 DEGs in *Mdm2*-deficient versus control osteocytes (Fig. 4a). GO analysis of DEGs revealed extensive alterations in the ion transport process including “calcium ion import into cytosol” and “positive regulation of ion transmembrane transport” (Fig. S2a). 

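Calcium transport genes as a group were level between the osteocyte libraries. Of 40 measured calcium channels, pumps, exchangers and genes of store-operated entry (*Trpm8* and *Pirt* left out), 1 was higher and none was lower by the exact binomial test, also when adjusted over the list alone, and the median log2 ratio was -0.01 (percentile 31.3). The gene that was higher, *Trpv1*, the heat and capsaicin channel of sensory neurons, had 16 reads in the *Mdm2* cKO library and 1 in the control library, a ratio of 16.0 (exact 95% interval 2.49 to 671), and was singled out after its values were seen. It also stands in the list of sensory neuron genes. *Piezo2*, a mechanosensitive channel, had 386 against 225 reads (log2 ratio 0.78, q = 2e-09 by the exact binomial test), *P2rx7*, an ATP-gated channel, was at 0.66, and *Orai1*, the pore of store-operated calcium entry, was at 0.57. *Atp2a1*, a calcium pump of the sarcoplasmic reticulum, had 33 against 61 reads (log2 ratio -0.88). Another list of 29 genes for calcium stores, calmodulins and calcineurin held no gene past the thresholds, over all genes or adjusted over the list alone, and had a median of -0.02 (percentile 40.3). The GO analysis itself was not repeated.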

Given the fact that scRNA-seq data showed enriched calcium related pathways in the BMSCs of *Mdm2*^cKO^ mice (Fig. 2h), we hypothesized that apovs secreted by *Mdm2*-deleted osteocytes transport calcium ions related factors into BMSCs to regulate their differentiation. Therefore, *Trpm8* and *Pirt*, two genes related to calcium ions among the top ten up-regulated DEGs in the osteocyte RNA-seq data, were considered as such candidate genes (Fig. 4b).

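*Trpm8* and *Pirt* were detected in the *Mdm2* cKO osteocyte library alone, beside keratin, nerve and gland genes that were higher with them. *Trpm8* (ENSMUSG00000036251, chromosome 1 from 88277661 to 88389293), the cold and menthol channel of sensory neurons, had 67 reads against none and was at least 22.3-fold higher (q = 7.8e-19 by the exact binomial test). *Pirt* (ENSMUSG00000048070, chromosome 11 from 66911981 to 66929876), a membrane protein of sensory neurons that regulates TRP channels, had 55 reads against none and was at least 18.3-fold higher (q = 2.6e-15 by the exact binomial test). Of the other genes in the paper's table, *Ttr* (ENSMUSG00000061808, chromosome 18 from 20665280 to 20674321), the thyroid hormone carrier made by liver and choroid plexus, had 189 reads against none, and *Oc90* (ENSMUSG00000015001, chromosome 15 from 65876053 to 65912397), an otoconial protein of the inner ear, had 192 reads against 1, a ratio of 192 (exact 95% interval 34.1 to 7628). *Scn10a* (ENSMUSG00000034533, chromosome 9 from 119608456 to 119719322) and *Scn9a*, sodium channels of sensory neurons, had 31 and 25 reads against none. *Mucl2* and *Pip*, gland secretory genes, had 29 reads each against none, and *4930597A21Rik* and *A2ml1* had 32 and 25. All 10 passed the test, but they were chosen on these libraries, so their direction is not independent evidence. Together they had 674 reads against 1, and their median log2 ratio was 6.00, or 3.39 with genes at 0 set to their lower bounds.
*Krt15*, *Krt5* and *Krt14* stood higher still. *Krt15* (ENSMUSG00000054146, chromosome 11 from 100131758 to 100135928), a keratin of basal epidermis, had the highest log2 ratio of all genes tested, with 647 reads against none (42.0 CPM, at least 216-fold higher, q = 2.2e-192 by the exact binomial test), followed by *Krt5* with 406 and *Krt14* with 200 reads against none. Of 22 measured sensory neuron genes outside the table, 14 were higher and none was lower (15 when adjusted over the list alone), with a median of 1.79 (percentile 100) and *Nefm*, a neurofilament, at 267 against 51 reads. Of 12 Schwann cell genes, which are made by the glia of nerves, 8 were higher and none was lower, the same when adjusted over the list alone, and the median was 1.15 (percentile 100). *Mpz* (ENSMUSG00000056569, chromosome 1 from 171150711 to 171161130), the main protein of peripheral myelin, had 7143 reads (464 CPM) against 1516 (98.4 CPM). Of 8 measured genes of secretory glands, 6 were higher and none was lower, the same when adjusted over the list alone. The median was 3.46 (percentile 100), or 2.95 with lower bounds. *Krt8*, a keratin of simple epithelium in that list, had 499 against 16 reads. In the keratinocyte list 4 of 9 measured genes were higher and none was lower, the same when adjusted over the list alone, with a median of 1.72 (percentile 100). The ratios rest on 1 library per genotype. From the ion transport genes here and the calcium-related terms in BMSCs, the paper hypothesizes that apovs carry calcium-related factors into BMSCs, and takes *Trpm8* and *Pirt* as the genes to follow.

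**Figure D3:**
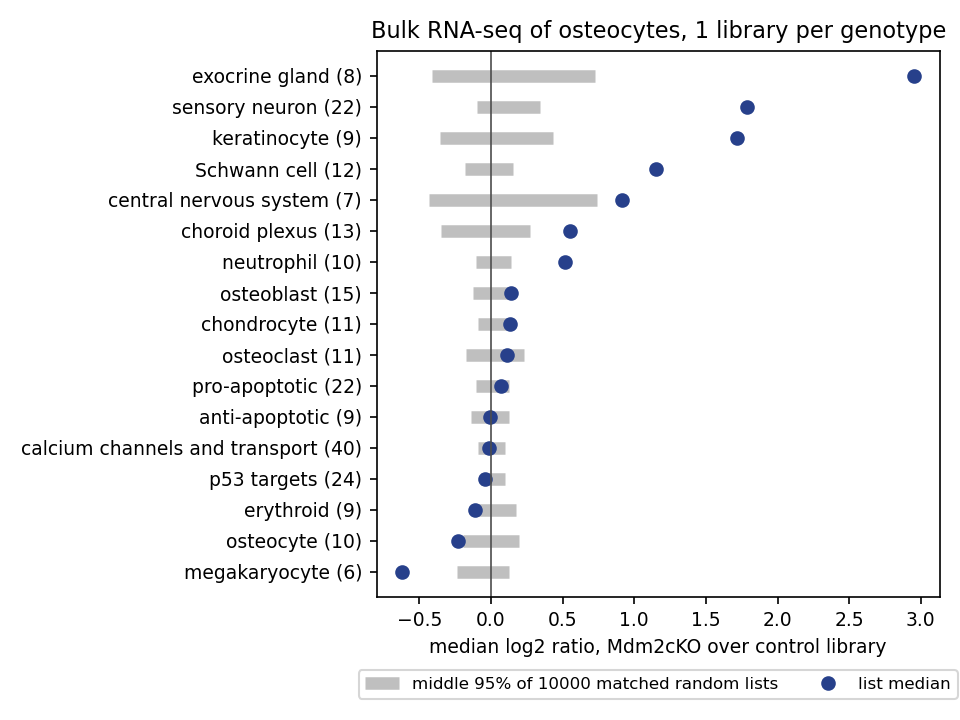
Median log2 ratio of each gene list, *Mdm2* cKO over control bulk library (x axis), for 17 lists with the number of measured genes in parentheses (y axis). Points are list medians with genes at 0 set to their lower bounds, and grey bars span the middle 95% of 10000 random lists matched on size and expression. Exocrine gland, sensory neuron, keratinocyte and Schwann cell lists lie above 1, while calcium, apoptosis and p53 lists lie near 0.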

**Fig. 4:**
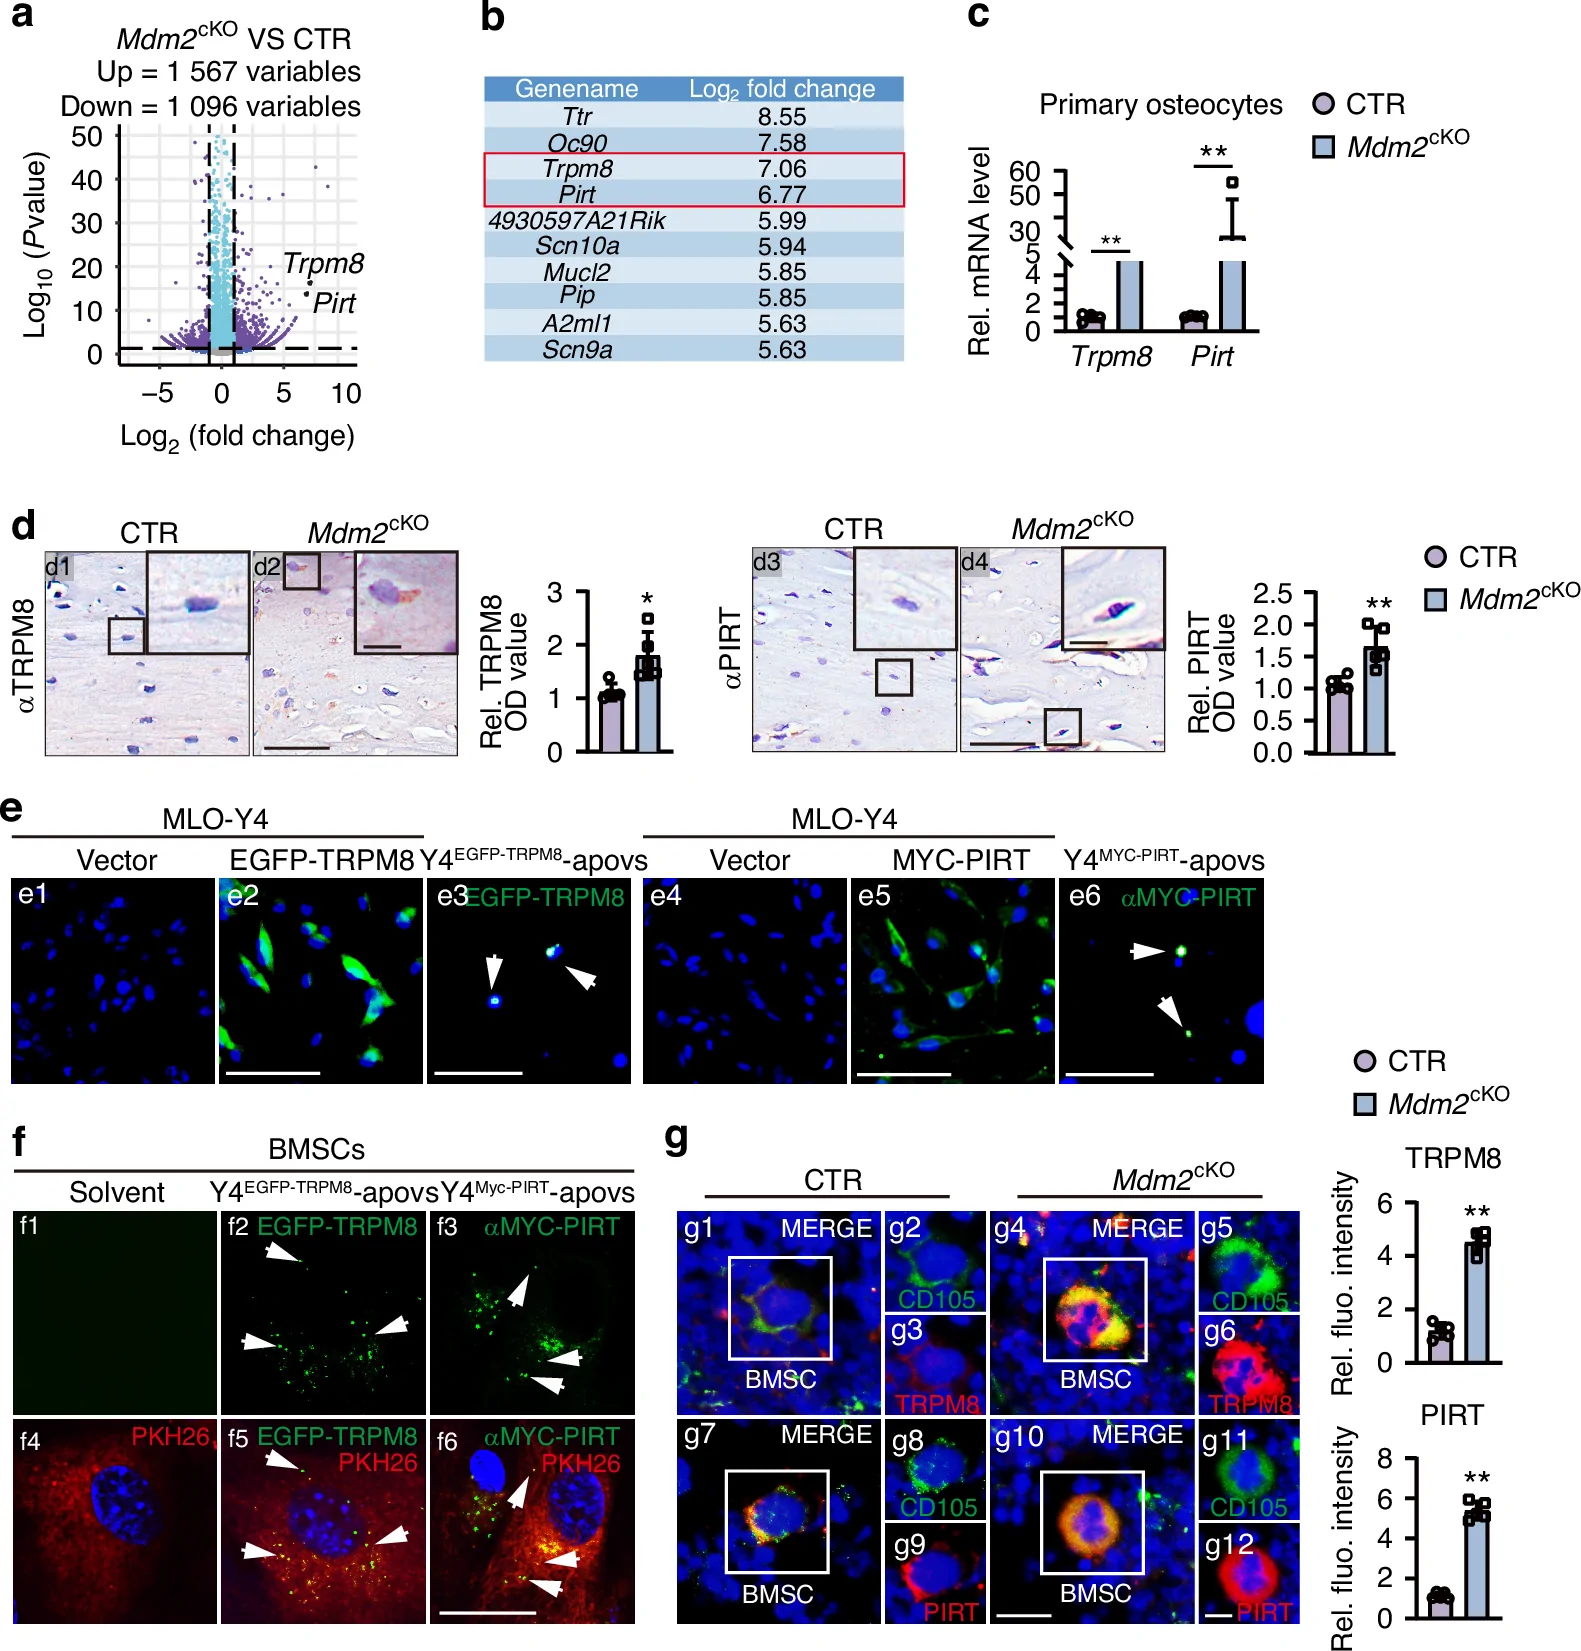
Up-regulated TRPM8 and PIRT in *Mdm2*-deficient osteocytes are enriched in apovs and transported into BMSCs. **a** Volcano plot showing DEGs in the osteocytes from *Mdm2*^cKO^ mice compared with those from control littermates at 3 months. **b** Table highlighting the top 10 up-regulated DEGs. **c**, **d** TRPM8 and PIRT levels in the osteocytes from *Mdm2*^cKO^ mice compared with control littermates at 3 months tested by RT-qPCR (*n* = 4 males) and immunohistochemistry. Histomorphometric quantification of the mean optical density was presented (*n* = 5 males). **e** The expression of EGFP-TRPM8 and MYC-PIRT in the indicated MLO-Y4 cells and apovs. White arrows point to the EGFP or MYC positive apovs. **f** Confocal microscopy images showing apovs enriched with EGFP-TRPM8 or MYC-PIRT are engulfed by the BMSCs. PKH26 was used to label BMSCs. White arrows point to the EGFP-TRPM8 or MYC-PIRT positive apovs that have been taken in by BMSCs. **g** Immunofluorescence showing TRPM8 and PIRT expression in CD105-positive BMSCs in *Mdm2*^cKO^ and control littermates. Histomorphometric quantification of the fluorescence intensities were presented (*n* = 5 males). Data information: DEGs, differentially expressed genes; Y4^EGFP-TRPM8^-apovs and Y4^MYC-PIRT^-apovs represent apovs derived from MLO-Y4 cells with EGFP-TRPM8 and MYC-PIRT overexpression respectively. Scale bars: 50 μm [**d**, **e** (e1, e2, e4, e5)], 10 μm [**d** (inserted magnifications), **f,** **g** (g2, g3, g5, g6, g8, g9, g11, g12)], 5 µm [**e** (e5, e6)], 20 μm **[g** (g1, g4, g7, g10)]. Data are presented as mean ± SD [*n* = 5/group (**d**, **g**); *n* = 4/group (**c**)]; *P < 0.05; **P < 0.01; 2-tailed unpaired Student’s *t* test (**c**, **d**, **g**)

To test this hypothesis, expression alterations were first examined using RT-qPCR and immunohistochemistry, and the results confirmed that both mRNA and protein levels of TRPM8 and PIRT were increased in the osteocytes from *Mdm2*^cKO^ mice compared with control mice (Fig. 4c, d). Immunoblotting analysis confirmed that TRPM8 and PIRT were up-regulated in *Mdm2*-knockdown MLO-Y4 cells compared to control cells, and these proteins were enriched in the apovs derived from *Mdm2*-knockdown MLO-Y4 cells. However, when equal amounts of total protein were loaded, apovs derived from *Mdm2* knockdown MLO-Y4 cells displayed prominently higher levels of TRPM8 and PIRT proteins compared to apovs from PAC-1 treated MLO-Y4 cells (Fig. S9a). Additionally, when induced by the apoptosis inducer PAC-1, MLO-Y4 cells ectopically expressed EGFP-tagged TRPM8 or MYC-tagged PIRT, and the released apovs were positive for these ectopically expressed proteins (Fig. 4e). These results suggest that *Mdm2* deletion in the osteocytes leads to up-regulated TRPM8 and PIRT, which are enriched in the secreted apovs derived from apoptotic osteocytes.

Incubation of these apovs with BMSCs caused transfer of the EGFP-tagged TRPM8 and MYC-tagged PIRT into BMSCs (Fig. 4f). Additionally, in *Mdm2*^cKO^ mice, the protein levels of TRPM8 and PIRT were up-regulated in the CD105 marked BMSCs of the femurs as shown by immunofluorescent microscopy (Fig. 4g). In vitro studies also showed that BMSCs cultured with apovs derived from *Mdm2* knockdown MLO-Y4 cells exhibited elevated expression of TRPM8 and PIRT. In contrast, BMSCs cultured with apovs derived from PAC-1 treated MLO-Y4 cells did not show such upregulation (Fig. S9b). These results suggest that TRPM8 and PIRT are up-regulated specifically in *Mdm2*-deficient osteocytes, enriched in the secreted apovs, and then transported into BMSCs.

### TRPM8 in apovs induces osteoblastic differentiation of BMSCs

Since TRPM8 is the major calcium channel mediating ion influx and PIRT mainly functions as its enhancing factor,^39–41^ whether TRPM8 in apovs was the major factor mediating the osteoblastic differentiation of BMSCs was further tested. First, the effects of TRPM8 on BMSCs were tested. Overexpression of TRPM8 (Fig. 5a) resulted in up-regulated expression of osteoblast markers RUNX2 and OSX as assessed by immunoblotting analysis and immunofluorescent staining (Fig. 5b), enhanced mineralization capacities as measured by the ARS assays (Fig. 5c) and increased intracellular calcium levels as revealed by Fluo-4AM staining (Fig. 5d). These results suggest that TRPM8 can promote osteoblastic differentiation of BMSCs.

**Fig. 5:**
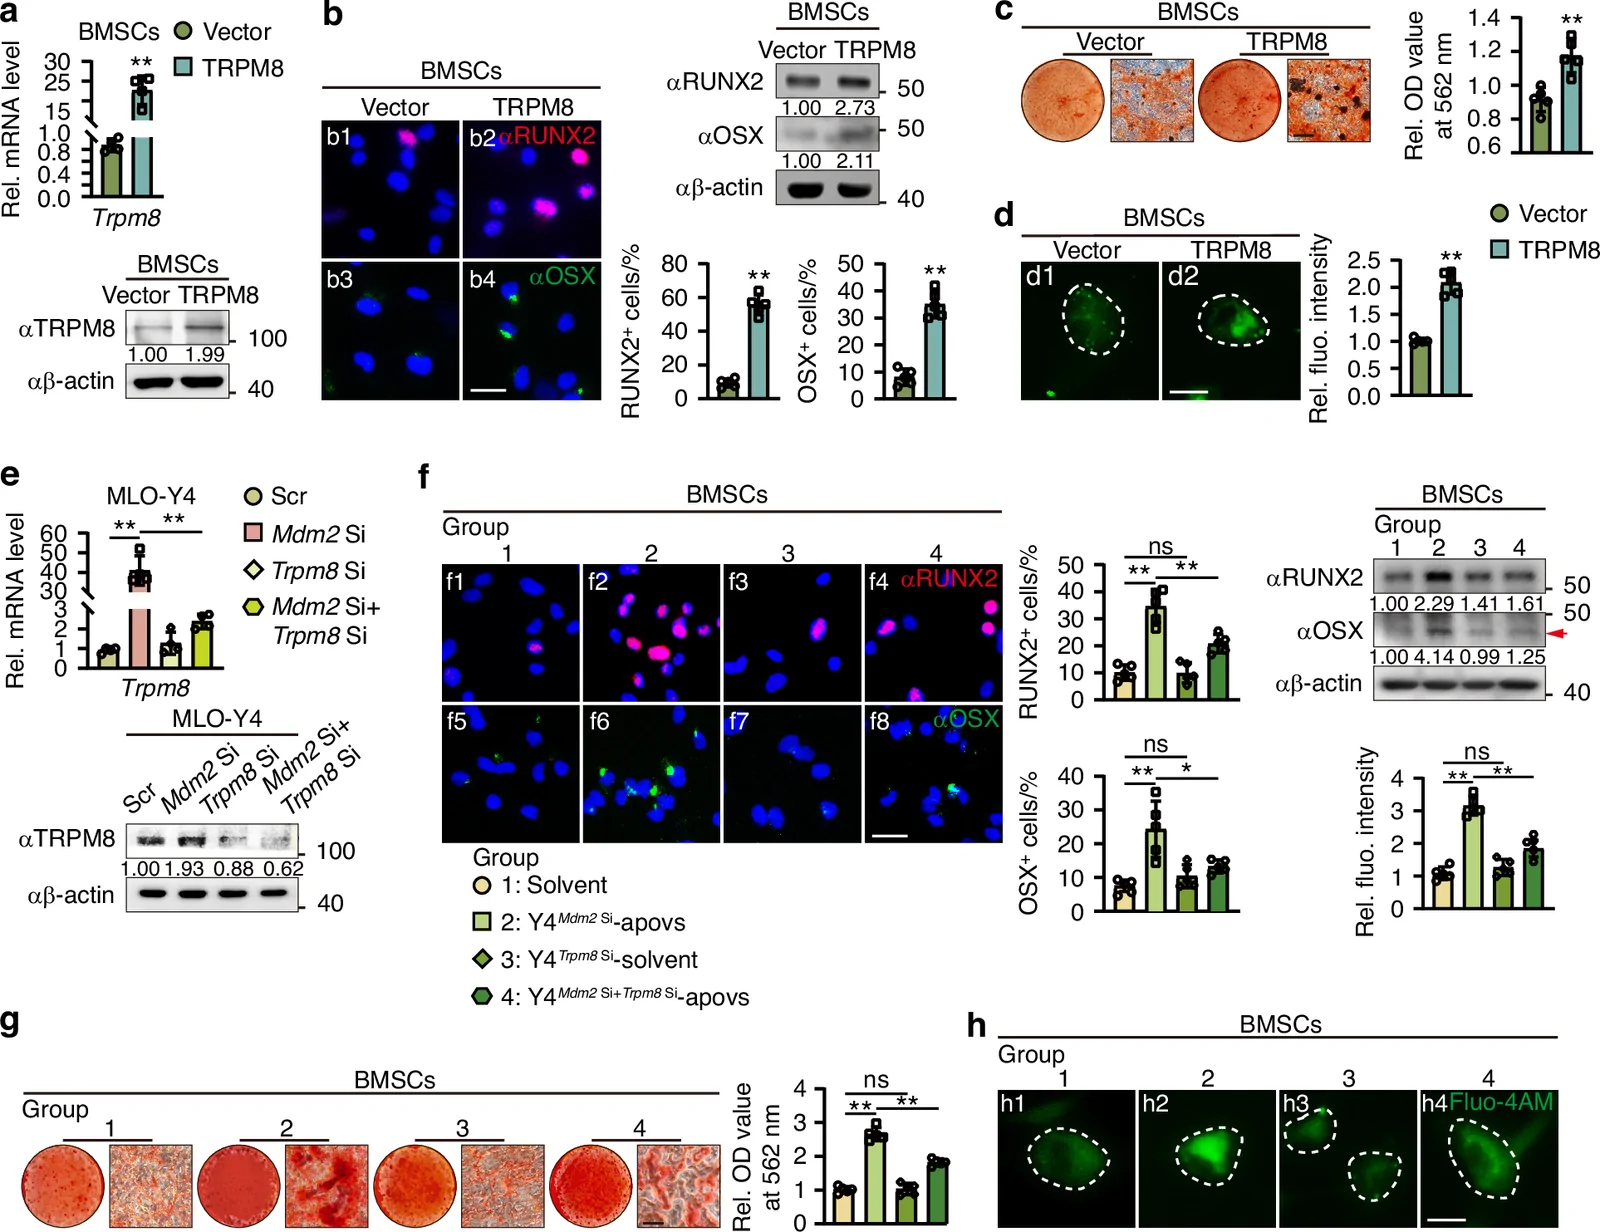
TRPM8 in apovs induces osteoblastic differentiation of BMSCs. **a** RT-qPCR and immunoblotting analysis showing successful overexpression of TRPM8 in BMSCs 48 h after transfection with overexpression plasmids. **b** Immunofluorescence and immunoblotting analysis of RUNX2 and OSX in the indicated BMSCs after culture in ODM for 4 days following transfection with overexpression plasmids. Quantification of RUNX2 and OSX positive cells was presented. **c** ARS staining of the indicated BMSCs after culture in the ODM for 2 weeks. Quantification of eluted ARS dye was presented. **d** Fluo-4AM staining of the indicated BMSCs 48 h after transfection with overexpression plasmids. Quantification of Fluo-4AM fluorescence intensity was presented. **e** RT-qPCR and immunoblotting analysis showing successful knockdown of *Mdm2* and *Trpm8* in MLO-Y4 cells 48 h after transfection with siRNAs. **f** Immunofluorescence and immunoblotting analysis of RUNX2 and OSX in BMSCs after culture in ODM supplemented with indicated apovs. The percentage of RUNX2 and OSX positive cells was presented. **g** ARS staining of BMSCs after culture in ODM supplemented with indicated apovs. Quantification of the eluted ARS dye was presented. **h** Fluo-4AM staining of BMSCs cultured with the indicated apovs. Quantification of the Fluo-4AM fluorescence intensity was presented. Data information: Scr, Scramble siRNA; *Mdm2* Si; *Mdm2* siRNA; *Trpm8* Si; *Trpm8* siRNA; Y4^*Mdm2* Si^-apovs, apovs derived from MLO-Y4 cells with *Mdm2* knockdown; Y4^*Trpm8* Si^-solvent, solvent from MLO-Y4 cells with *Trpm8* knockdown presenting no apoptosis; Y4^*Mdm2* Si+*Trpm8* Si^-apovs, apovs derived from MLO-Y4 cells with *Mdm2* and *Trpm8* knockdown; ODM, osteoblastic differentiation medium. Scale bars: 100 μm (**c**, **g**), 20 μm (**b**, **f**), 10 µm (**d**, **h**). Data are presented as mean ± SD [*n* = 4/group (**a**, **e**); *n* = 5/group (**b**, **c**, **d**, **f**, **g**, **h**)]; *P < 0.05; **P < 0.01; 2-tailed unpaired Student’s *t* test (**a**, **b**, **c**, **d**); ANOVA (**e**, **f**, **g**, **h**)

Second, apovs were collected from MLO-Y4 cells with separate or concurrent knockdown of *Mdm2* and *Trpm8* and added to the culture medium of BMSCs. Since direct knockdown of *Trpm8* did not induce cellular apoptosis, we employed solvent treatment as an alternative approach in the *Trpm8* knockdown group. The knockdown efficiencies were confirmed by RT-qPCR and immunoblotting (Fig. 5e). Compared with the BMSCs treated with apovs from *Mdm2* knockdown cells, the BMSCs treated with apovs from *Mdm2* and *Trpm8* double knockdown cells displayed decreased levels of RUNX2 and OSX as shown by immunoblotting analysis and immunofluorescent staining (Fig. 5f), diminished mineralization capacity as tested by ARS staining (Fig. 5g), and lower intracellular calcium levels revealed by Fluo-4AM staining (Fig. 5h). These results suggest that TRPM8 promotes the osteoblastic differentiation of BMSCs and mediates, at least partially, the up-regulated osteoblastic differentiation of BMSCs caused by apovs from *Mdm2*-deficient osteocytes.

Taken together, these results indicate that TRPM8 enriched in apovs is a key mediator of BMSC osteoblastic differentiation induced by *Mdm2* deficiency in osteocytes.

### TRPM8 mediates the high bone mass phenotype in *Mdm2*^cKO^ mice

To determine whether TRPM8 serves as the primary mediator of MDM2-regulated high bone mass phenotype in vivo, *Mdm2*^cKO^ mice were treated with the TRPM8 antagonist RQ-00203078. RT-qPCR and immunofluorescence showed reduced expression of the early calcium signaling genes *c-Fos* and *c-Jun* (Fig. 6a), confirming the in vivo efficacy of the antagonist.

**Fig. 6:**
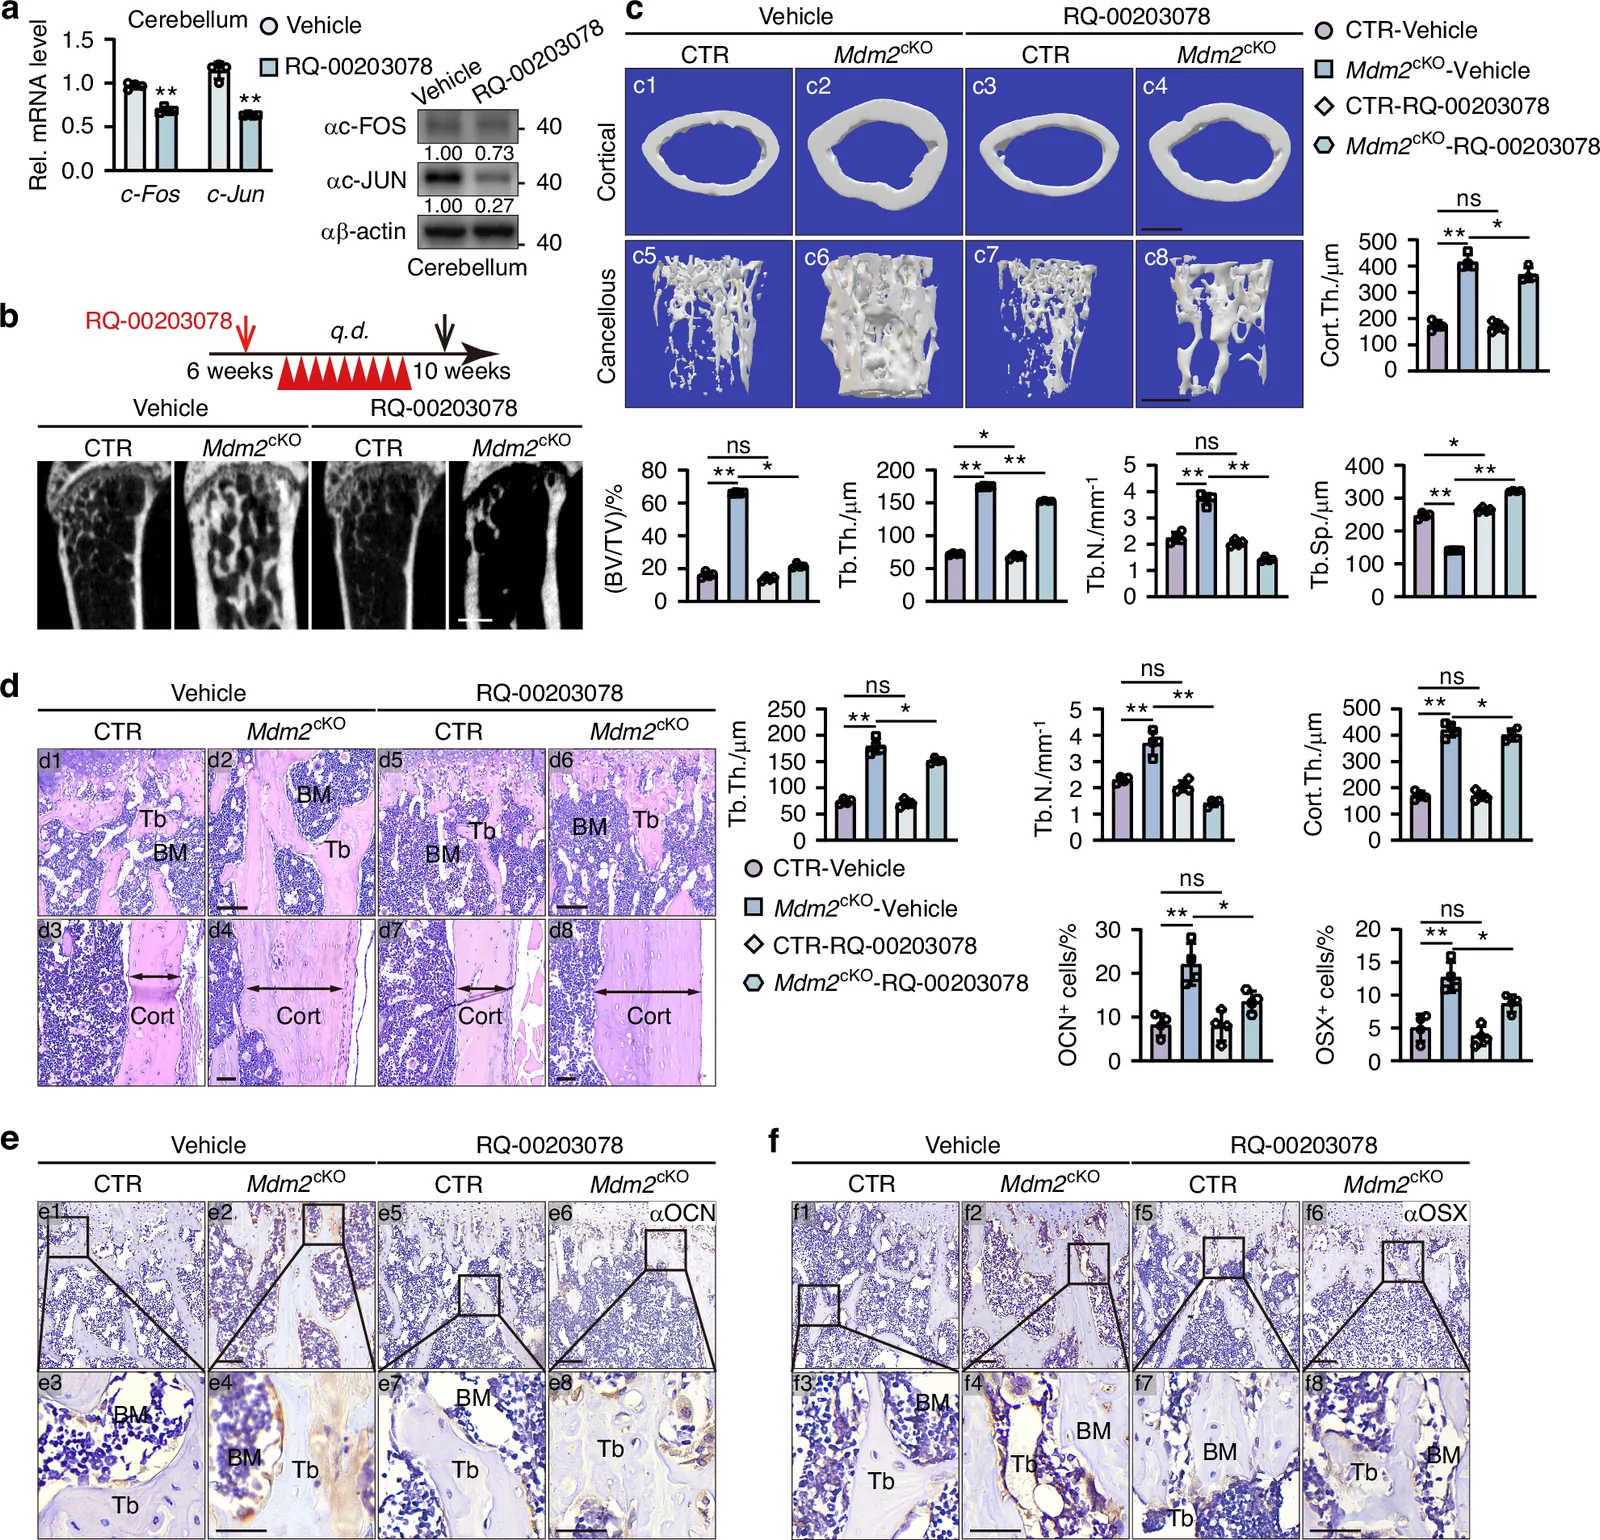
Pharmacological inhibition of TRPM8 attenuates the high bone mass phenotype in *Mdm2*^cKO^ mice. **a** RT-qPCR and immunoblotting analysis showing the expression of c-FOS and c-JUN in the cerebellum of mice treated with RQ-00203078 or vehicle control. **b** μ-CT images showing the femurs in *Mdm2*^cKO^ mice and control littermates treated with RQ-00203078 or vehicle control. **c** Three-dimensional reconstruction of μ-CT images of *Mdm2*^cKO^ mice and control littermates treated with RQ-00203078 or vehicle control. Quantitative analysis of BV/TV, Tb.Th., Tb.N., Tb.Sp. and Cort.Th. was presented. **d** HE staining of the femurs in *Mdm2*^cKO^ mice and control littermates treated with RQ-00203078 or vehicle control. Histomorphometric quantification of Tb.N., Tb.Th. and Cort.Th. was presented. **e**, **f** Immunohistochemistry of OCN and OSX as well as histomorphometric quantification of the positive cells in *Mdm2*^cKO^ mice and control littermates treated with RQ-00203078 or vehicle control. Data information: Tb, trabecular bone; Cort, cortical bone; BM, bone marrow. Scale bars: 500 μm (**b**, **c**); 200 μm [**d** (d1, d2, d5, d6)], 100 μm **[d** (d3, d4, d7, d8), **e** (e1, e2, e5, e6), **f** (f1, f2, f5, f6)], 50 μm [**e** (e3, e4, e7, e8), **f** (f3, f4, f7, f8)]. Data are presented as mean ± SD (*n* = 4 males/group); *P < 0.05, **P < 0.01; 2-tailed unpaired Student’s *t* test (**a**); ANOVA (**c**, **d**, **e**, **f**)

Mice at 6 weeks were treated with RQ-00203078 once daily until sacrifice at 10 weeks. μ-CT revealed a marked decrease in bone mass in *Mdm2*^cKO^ mice after RQ-00203078 treatment compared with those treated with vehicle control. In contrast, TRPM8 inhibition did not cause significant changes in bone mass in control littermates (Fig. 6b). Three-dimensional reconstruction of μ-CT, quantitative analysis, and HE staining results further showed that the high bone mass in both cancellous and cortical bone of *Mdm2*^cKO^ mice was significantly reduced following RQ-00203078 treatment compared with vehicle controls (Fig. 6c, d). In contrast. TRPM8 inhibition only slightly affected the bone mass in the control littermates (Fig. 6c, d). Immunohistochemistry of OSX and OCN showed decreased percentages of positive cells in RQ-00203078 treated *Mdm2*^cKO^ mice compared to those with vehicle treatment (Fig. 6e, f).

Together, these results show that pharmacological inhibition of TRPM8 markedly attenuates the high bone mass phenotype in *Mdm2*^cKO^ mice, indicating that TRPM8 is the critical mediator of bone formation driven by *Mdm2* deficient osteocytes.

### MDM2-p53 axis negatively regulates TRPM8 post-translationally and transcriptionally

Given the negative correlation between MDM2 and TRPM8 levels in the osteocytes, we raised the question how MDM2 regulates the level of TRPM8. In situ proximity ligation assays (PLA) indicated that MDM2 and TRPM8 are in close proximity in MLO-Y4 cells (Fig. S10a). Their interaction was further confirmed by transient transfection and co-IP experiments (Fig. S10b). Co-IP and ubiquitination assays indicated that MDM2 catalyzed polyubiquitination of TRPM8 in HEK293T cells (Fig. S10c). Cycloheximide (CHX) chase assay indicated that MDM2 reduced the half-life of TRPM8 (Fig. S10d). Additionally, MDM2-mediated down-regulation of TRPM8 was inhibited by the proteasomal inhibitor MG132 but not by the lysosomal inhibitor chloroquine (Fig. S10e), suggesting that MDM2 down-regulates TRPM8 by the ubiquitination-proteasomal pathway.

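The channel gene *Trpm8* reached 4.35 CPM in the *Mdm2* cKO osteocyte library and had no read in the control library, and p53 and its target genes were level between the libraries. In the deposited FPKM the log2 ratio of *Trpm8* was 3.35 with 0.1 added to each value. *Trp53* (ENSMUSG00000059552, chromosome 11 from 69580359 to 69591873), which encodes p53, had 3194 reads against 3000 in the control library (log2 ratio 0.09, counting standard error 0.037, q = 0.054 by the exact binomial test). Of 24 direct targets of p53, with *Mdm2* left out, none passed the thresholds, over all genes or adjusted over the list alone, and the median log2 ratio was -0.04 (percentile 10.5). *Cdkn1a*, the p21 cell cycle inhibitor, had 4630 against 4722 reads, *Ccng1* had 774 against 779 and *Phlda3* had 213 against 226. *Bbc3*, which encodes the BH3 protein PUMA, had 1448 against 1587 reads. *Perp*, a membrane protein that p53 induces and that surface epithelium also makes, had 244 against 130 reads (log2 ratio 0.91, q = 8.3e-08 by the exact binomial test), and *Sesn1*, a stress-induced sestrin, had 657 against 844 (log2 ratio -0.36). Levels of p53 protein cannot be read from these counts. Chondrocyte, erythroid and neutrophil markers summed to 255 times the osteocyte markers in the control and 295 times in the *Mdm2* cKO library, so a difference within osteocytes may not show in them. In the 27 and 16 osteocyte-like single cells, from mice of 2 months, *Cdkn1a* was 3.27-fold higher (95% exact interval 2.78 to 3.86) in the *Mdm2* cKO library. These cells differed in markers of cell types too, with *Mepe*, an osteocyte gene, at 767 UMIs against 1 (ratio 274, 49.0 to 10827). *F13a1*, a gene of macrophages that also led a chondrocyte-like cluster with doublets kept, was at 63 UMIs against none. *Ebf1*, a gene of B and CAR cells, was 6.46-fold lower (4.87 to 8.64). The cells compared are therefore not alike.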

Interestingly, increased *Trpm8* mRNA level was also observed in the *Mdm2-*deleted osteocytes (Fig. 4b). Since p53, an extensively studied substrate of MDM2, functions as a vital transcriptional factor in biological processes,^42^ and was reported to promote the expression of human TRPM8,^43^ we attempted to address whether MDM2 regulates TRPM8 mRNA level through a p53-dependent mechanism. Reporter assays indicated that overexpression of MDM2 inhibited *Trpm8* promoter activity, while overexpression of p53 activated *Trpm8* promoter activity (Fig. S10f). RT-qPCR results showed that *Mdm2* knockdown increased *Trpm8* mRNA level, which was reversed by further knockdown of *Tp53* (Fig. S10g). These results suggest that MDM2 negatively regulates TRPM8 by directly promoting its ubiquitination and proteasomal degradation and indirectly antagonizing p53-mediated transcription of *Trpm8*.

## Discussion

Osteocytes are terminally differentiated cells, and their survival is indispensable for bone homeostasis. Despite extensive studies in other cell types, the functions of MDM2 in osteocytes and its contribution to bone mass through osteocyte apoptosis remain understudied. In this study, we identify that deletion of *Mdm2* in osteocytes leads to osteocyte apoptosis, accompanied by enhanced bone formation through apov-mediated TRPM8 signaling. These findings reveal a previously unrecognized osteocyte–BMSC crosstalk regulating bone remodeling.

Accumulating evidence suggests that osteocytes in abnormal biological states can alter bone mass. Osteocyte apoptosis mice generated using *Dmp1*-Cre; *iDTR* display thinner cortical bone, reduced trabecular bone mass and decreased flexural resistance,^10^ indicating detrimental effects of osteocyte apoptosis upon bone mass and tissue structure. Similarly, mouse models with osteocyte senescence or necrosis also exhibit bone loss and skeletal deterioration.^44–46^ These findings support the notion that osteocyte loss is generally detrimental to bone homeostasis, leading to bone loss. However, our study reveals an opposing outcome, in which apoptosis in *Mdm2* deficient osteocytes leads to a high bone mass phenotype. These results suggest that osteocyte apoptosis in our specific model triggers a distinct biological response during bone remodeling.

In *Mdm2*^cKO^ mice, we also observed increased bone resorption, resembling the phenotype reported in most osteocyte ablation models.^11,46^ However, the increased bone mass in *Mdm2*^cKO^ mice indicates that apart from the impact on osteoclastogenesis, more compensatory osteogenesis might be induced. Indeed, we observed markedly augmented osteogenesis in *Mdm2*^cKO^ mice, which effectively overwhelms the increased osteoclastogenesis and results in the high bone mass phenotype. Therefore, the imbalance between increased bone resorption and enhanced bone formation helps explain the discrepancy between our results and previous osteocyte ablation studies. Additionally, our study presents a phenotype similar to that observed in *Fgfr1*/*Fgfr2* double-conditional knockout mice.^47^ Collectively, our findings expand the current understanding of osteocyte apoptosis in skeletal homeostasis.

Consistently, scRNA-seq analysis revealed a significant expansion of the OLCs accompanied by enrichment of calcium signaling pathways. This observation drew our attention to BMSCs, which serve as the progenitor source of OLCs.^48,49^ BMSCs possess bipotent differentiation potential toward osteoblastic or adipocytic lineages. Therefore, promoting this process toward osteoblastic differentiation is particularly important for maintaining and expanding the OLC population.^33,34,50^ Notably, our results showed a differentiation bias toward osteoblasts in BMSCs derived from *Mdm2*^cKO^ mice.

In addition to osteocytes, we found that *Dmp1*-Cre also targets osteoblasts, as demonstrated in *Dmp1*-Cre; *R26R*^mTmG^ mice (Fig. S11a–c).^51,52^ Subsequent experiments indicated that *Mdm2* knockdown in the osteoblast cell line inhibited osteogenic capacity (Fig. S11d, e), which is consistent with the impaired osteogenesis observed in *Mdm2* deleted pre-osteoblasts using the *Col3.6*-Cre driver in a previous study.^24,53^ However, *Mdm2* deletion in *Dmp1*-Cre targeted osteocytes enhanced osteogenesis by markedly promoting osteoblastic differentiation of BMSCs, leading to a substantial increase in the osteoblast pool. This expansion outweighs the diminished osteogenesis observed in individual *Dmp1*-Cre-targeted osteoblasts. These findings highlight the stage-specific functions of MDM2 in different OLCs.

During apoptosis, cells secrete apovs ranging from nanoscale to microscale sizes.^37,54^ Functioning as important mediators, apovs participate in regulating bone mass through intricate intercellular communications between cells in the bone microenvironment.^55–58^ Co-culture experiments uncovered a functional crosstalk between *Mdm2* deleted apoptotic osteocytes and BMSCs, prompting us to investigate whether apovs mediate this interaction. We found that BMSCs could indeed engulf *Mdm2* deleted osteocyte-derived apovs and exhibited promoted osteogenesis accompanied by elevated intracellular calcium levels. These findings indicate that apoptotic vesicles are a novel mediator of communication linking apoptotic osteocytes to osteoblastic differentiation in BMSCs. However, apov uptake alone does not fully explain the mechanism underlying this osteogenic induction.

Different forms of osteocyte death lead to the accumulation of several bioactive factors including SASP components, DAMPs, and osteoclastogenic regulators such as RANKL, which modulate osteoclast activity.^10,44,46^ Analogously, apovs selectively encapsulate and transport bioactive cargo including proteins, lipids, and nucleic acids, which can be internalized by recipient cells to exert regulatory functions.^59,60^ This prompted us to search for the key components mediating the osteogenic effect of apovs from *Mdm2* deleted apoptotic osteocytes. *Trpm8*, with massive augmentation in *Mdm2* deleted osteocytes, was considered as a strong candidate, since TRPM8 activation in BMSCs mediates calcium influx to potentiate osteoblastic differentiation.^61^ We confirmed that TRPM8 is enriched in apovs derived from *Mdm2* deficient osteocytes and is subsequently delivered to recipient BMSCs. Functional gain-and loss-of-function experiments reveal that *Trpm8* overexpression enhanced osteogenesis in BMSCs while *Trpm8* knockdown in apovs significantly attenuated this effect. Together, these findings highlight TRPM8 as a critical cargo mediating apov-induced osteoblastic differentiation of BMSCs.

To further determine whether TRPM8 contributes to the high bone mass phenotype in *Mdm2*^cKO^ mice, we pharmacologically inhibited TRPM8 using a selective antagonist. The results showed that TRPM8 inhibition markedly reduced bone mass in *Mdm2*^cKO^ mice, providing in vivo evidence for its functional role. This effect was particularly evident in trabecular bone where BMSCs are the main source of new osteoblasts. Our results therefore highlight the ion channel protein TRPM8 as a key mediator for the effects of *Mdm2* deficient osteocytes on bone mass. These findings suggest that TRPM8 signaling may represent a previously unrecognized regulator of osteogenic induction.

TRPM8 in human bone tissues remains at a low level to maintain appropriate function.^62^ In contrast, our results further revealed that MDM2 negatively regulates TRPM8 at both protein level and the mRNA level. This helps explain the enrichment of TRPM8 in apovs derived from *Mdm2* deficient osteocytes.

In conclusion, our study innovatively unveils that apoptosis of *Mdm2* deleted osteocyte functions as an active regulator of osteogenesis through TRPM8 enriched apovs. This finding helps expand the role of apoptotic osteocytes apart from osteoclastogenesis, which inspires us to consider that different forms of osteocyte apoptosis may lead to completely different biological outcomes.

### Limitations of the study

While rescue experiments revealed that TRPM8 was a key factor in the apovs from the osteocytes lacking MDM2 to drive the osteoblastic differentiation of BMSCs, the partial rescue effects implied that TRPM8, while critical, was not the sole factor in the apovs for inducing the osteoblastic differentiation of BMSCs. Additional unidentified osteogenic factors may exist in the apovs, which orchestrate with TRPM8 and contribute to the phenotype of *Mdm2*^cKO^ mice.

## Methods and materials

### Mice

All mice were maintained on a C57BL/6 background, and experiments were conducted in accordance with the Animal Welfare and Ethics Committee of the School and Hospital of Stomatology at Wuhan University (S07921070D). Mice were housed 4–6 per cage under pathogen-free conditions at 20-24 °C and exposed to a 12-h/12-h light/dark cycle. *Mdm2*^cKO^ mice were generated as previously described.^17^ *Tp53*^flox/flox^ mice were generously provided by Prof. Bo Zhong (Wuhan University, Wuhan, China) and bred with *Mdm2*^cKO^ mice to generate *Mdm2*^cKO^; *Tp53* ^flox/+^ mice. *R26R*^mTmG^ mice (Shulaibao Biotechnology) were bred with *Dmp1*-Cre mice to generate *Dmp1*-Cre; *R26R*^mTmG^ mice. Details of the genotyping sequences are provided in Table S1. Both male and female animals were examined, and similar findings were obtained for both sexes. The *Mdm2*^flox/flox^ littermates without any bone phenotype were used as control mice. Data from 5 male mice in each experimental or control group are shown.

### TRPM8 antagonist administration

RQ-00203078 was dissolved in PBS containing 5.0% dimethyl sulfoxide at a concentration of 2.5 μg/μL. *Mdm2*^cKO^ mice at 6 weeks were intraperitoneally injected daily with RQ-00203078 solution or solvent control until sacrifice at 10 weeks. Femurs were harvested for subsequent analysis.

### Cell culture and transfection

The murine osteocyte cell line MLO-Y4 and the pre-osteoblast cell line MC3T3-E1 were purchased from Pricella. Primary mouse BMSCs were isolated from murine femurs and tibias using a standardized protocol as previously described. MLO-Y4 cells, MC3T3-E1 cells, and BMSCs were cultured in α-minimal essential medium (α-MEM; Hyclone) supplemented with 10% fetal bovine serum (FBS; Gibco) and 100 U/mL penicillin/streptomycin (P/S; Hyclone). HEK293T cells were cultured in Dulbecco’s modified Eagle medium (DMEM; Hyclone) supplemented with 10% fetal bovine serum (FBS; TBD15HT) and 100 U/mL P/S. BMSCs were cultured in differentiation medium after reaching 100% confluence to exclude potential effects caused by proliferation. For osteogenic induction, BMSCs were cultured in osteoblastic differentiation medium containing 10 mmol/L sodium β-glycerophosphate (Sigma-Aldrich), 50 µg/mL ascorbic acid (Sigma-Aldrich), and 10 nmol/L dexamethasone (Sigma-Aldrich) for 4–14 days. For adipogenic induction, BMSCs were cultured in adipocytic differentiation medium containing 500 μmol/L isobutylmethylxanthine (Sigma-Aldrich), 200 μmol/L indomethacin (Sigma-Aldrich), 1 μmol/L dexamethasone, and 0.5 μg/mL insulin (Sigma-Aldrich) for 10–14 days. All cultures were incubated at 37 °C with 5% CO₂ in a humidified environment to maintain optimal growth conditions.

The siRNAs targeting *Mdm2*, *Tp53* and *Trpm8* were designed and synthesized by GenePharma. Details of the siRNA sequences are listed in Table S2. Plasmids (*pCMV*-*Flag*-*Mdm2* and *pCMV*-*HA*-*Ub*) were previously described.^16^ *pFROG*-*Egfp*-*Trpm8* plasmids were generously provided by Prof. Jing Yao (Wuhan University, Wuhan, China). *pCMV*-*Myc*-*Pirt*, *pCMV-Tp53*, and *pGL3*-*Trpm8*-promoter plasmids were purchased from Origene. For transfection, cells were cultured to 80% confluence and then transfected using Lipofectamine 3000 reagent (Invitrogen) according to the manufacturer’s instructions.

For co-culture experiments, BMSCs were seeded in the lower chamber while MLO-Y4 cells were seeded at a quantitative proportion of 1:10 to BMSCs in the upper chamber of a Transwell system with an 8-μm pore polycarbonate membrane (Corning). MLO-Y4 cells were transfected with scramble or *Mdm2* siRNA. Scramble siRNA transfected MLO-Y4 cells were treated with or without PAC-1 (100 μmol/L, MedChemExpress).

### Bone preparation and tissue section

Mice were euthanized. The femurs as well as the third and fifth lumbar vertebrae (L3 and L5) were dissected. After removal of muscles, the femurs were fixed in ice-cold 4% paraformaldehyde (PFA, Servicebio) for 8 h. The femurs were then rinsed with phosphate-buffered saline (PBS, pH 7.4) at 4 °C overnight to guarantee that the remaining PFA was completely removed. Decalcification was then carried out using 0.5 mol/L EDTA at 4 °C under gentle agitation.

For paraffin sections, the femurs were dehydrated, embedded in paraffin and then sectioned into 5-μm slices. Before staining, paraffin sections were dewaxed and rehydrated.

For frozen sections, the femurs were embedded in OCT compound (Sakura), and sectioned at 10 μm on a cryostat (Leica, CM1950). Before staining, the mountant was washed off with running PBS.

### Bone histomorphometry assessment

For X-ray examination, the femurs were captured using Bruker In-Vivo DXS/F/FX PRO system with an exposure time of 240 s.

For micro-CT, the femurs were scanned using a Micro-CT imaging system (Perkin Elmer, Quantum GX2). The three-dimensional images were reconstructed using Mimics Research 20.0 Software. A volume of interest in the metaphyseal secondary spongiosa, starting 0.5 mm below the growth plate and extending 2.0 mm, was selected for analysis. CT Analysis Software was applied to calculate the following bone parameters: BV/TV, Tb.Th., Tb.N., Tb.Sp., and Cort.Th..

For SEM, after complete removal of adherent tissues, the femurs were chemically decellularized by 3% hydrogen peroxide solution (Sigma-Aldrich) at room temperature for 48 h and then rinsed extensively with distilled water until no residual oxidant was detectable (confirmed by peroxide test strips). The specimens were then placed in a desiccator (Nalgene) to dry out. Dry samples were mounted on aluminum stubs (Ted Pell) and sputter-coated (Emitech SC500) with a 60:40 gold-palladium alloy (Ted Pell) at 20 mA for 120 s to achieve a 15-nm conductive layer, as calibrated by quartz crystal microbalance. SEM images were captured using Scanning electron microscope (TESCAN, VEGR3LMU) at 10-30 kV.

### Calcein and ARS labeling

For calculation of MAR, 8-week-old mice were injected with calcein (20 mg/kg, Sigma-Aldrich) followed by administration of ARS (40 mg/kg, Sigma-Aldrich) 5 days later and sacrifice 7 days later. The femurs were collected, fixed, dehydrated and embedded in polymethyl methacrylate (PMMA) by Servicebio company. Five-μm sections were prepared using a hard tissue slicer and captured with the microscope (Leica DM4000B).

### HE staining, IHC staining and TRAP staining

For HE staining, rehydrated paraffin-embedded sections were immersed in hematoxylin solution (Servicebio) for 10 s and in eosin solution (Servicebio) for 90 s.

For IHC, antigens were retrieved using a protease-based method (MaxVision kit). Endogenous peroxidase activity was blocked by H_2_O_2_ solution from HRP Polymer anti-Rabbit or anti-Mouse IHC Kit (MaxVision) at 37 °C for 20 min. Then sections were incubated in blocking buffer from the same kit at 37 °C for 1 h followed by incubation with primary antibodies listed in the Table S3 at 4 °C overnight. Sections were then incubated with secondary antibodies from the same kits at 37 °C for 1 h. After staining with Diaminobenzidine (DAB), sections were counterstained with hematoxylin to visualize nuclei.

For TRAP staining, Acid Phosphatase Kit (Sigma-Aldrich) was applied to rehydrated paraffin-embedded sections according to the manufacturer’s instructions.

At last, sections were mounted with neutral mounting medium (Sinopharm). Images were obtained and displayed by section scanning using Scan digital pathology slides (3DHISTECH, Pannoramic 250 Flash III) and CaseViewer Software (3DHISTECH, 2.4.0).

### IF staining, TUNEL staining, and phalloidin staining

For tissue IF staining, frozen sections were blocked with 3% BSA at 37 °C for 1 h. Following incubation with primary antibodies overnight, sections were incubated with secondary antibodies listed in the Table S3 at 37 °C for 1 h.

For TUNEL staining, paraffin-embedded sections were stained with the One-step TUNEL In Situ Apoptosis Kit (Red, Elab Fluor 594; Elabscience) according to the manufacturer’s instructions.

For Phalloidin staining, frozen sections were stained with Rodamine-Phalloidin (Beyotime, 1:100) at room temperature for 1 h.

Finally, sections were mounted with DAPI-containing antifade mounting medium (ZSGB-Bio). Images were acquired using a DM4000B fluorescence microscope.

### ELISA assays

For ELISA assays, murine blood samples were collected from the posterior orbital venous plexus. After being set overnight, blood samples were centrifuged at 1 000 × *g* for 20 min, and the serum samples were collected. Concentrations of PINP and CTX-1 were detected using ELISA kits listed in the Table S3 according to manufacturers’ instructions.

### ARS staining, ORO staining and TUNEL staining

For ARS staining, BMSCs were cultured in the osteoblastic differentiation medium for 2 weeks, fixed with 4% PFA, and incubated with ARS for 5 min at room temperature. The cells were then gently washed with distilled water and dried. Images were acquired under consistent natural light conditions. For quantitative analysis, the ARS was solubilized using 10% cetylpyridinium chloride in sodium phosphate (NaP) buffer, and absorbance was measured at 540 nm.

For ORO staining, BMSCs were cultured in the adipocytic differentiation medium for 10 days, fixed with 4% PFA, and stained with 0.15% ORO (Solarbio). Positive cells containing lipid droplets were counted and analyzed.

For TUNEL staining, MLO-Y4 cells were seeded onto round coverslips (Nest), transfected with *Mdm2* siRNA and cultured for 4 days. Cells were then stained with One-step TUNEL In Situ Apoptosis Kit (Red, Elab Fluor 594; Elabscience).

### Flow cytometry analysis of cell lines

For flow cytometry analysis, at 4 days after transfection with *Mdm2* or scramble siRNA, MLO-Y4 cells were trypsinized, stained with Annexin V-FITC/PI Apoptosis Kit (Elabscience) according to the manufacturer’s instructions, and subjected to FACS Fortessa (BD Biosciences). Apoptosis was quantified as Annexin V-FITC positive cells with or without PI staining.

### In situ PLA

The interaction between MDM2 and TRPM8 was demonstrated using the Duolink proximity ligation assay kit (Sigma-Aldrich) as previously described.^63^ Briefly, MLO-Y4 cells were incubated with anti-MDM2 (mouse, 1:100) and anti-TRPM8 (rabbit, 1:50) antibodies overnight at 4 °C. Secondary antibodies conjugated to DuoLink PLA probes (Minus/Plus) were applied to the cells and incubated at 37 °C for 1 h. Positive signals were visualized as distinct green punctate fluorescence signals and captured by a Leica DM4000B microscope.

### Isolation and characterization of apovs

Apovs were harvested from the medium of MLO-Y4 cells at 4 days after transfection with *Mdm2* siRNA using sequential centrifugation as previously described.^38^ Briefly, cell debris was removed by sequential centrifugation including 800 × *g* for 10 min and 2 000 × *g* for 10 min at 4 °C. The supernatants were collected and centrifuged at 16 000 × *g* for 30 min at 4 °C to collect apovs. Apovs were also harvested from MLO-Y4 cells with First procaspase activating compound (PAC-1, 100 μmol/L, MedChemExpress) treatment for 8 h.

For NTA, MLO-Y4 cells-derived apovs were diluted in PBS and analyzed by ZetaView Particle Metrix (Particle Matrix, PMX-120) together with 100 nm PS beads (Thermo Fisher, 3100 A) for calibration. NTA software was used to measure the concentration of nanoparticles (particles/mL). The morphology of apovs was analyzed by Transmission electron microscopy (HITACHI, HT7700). The surface markers of apovs were examined by immunofluorescence and immunoblotting analysis.

### In vivo phagocytosis experiment

For in vivo tracking of apovs, MLO-Y4 cells-derived apovs were isolated, labeled with PKH26 (Solarbio), and suspended in 200 µL PBS at a concentration of 500 ng/µL. The suspended apovs were intravenously injected into mice at 3 weeks through the tail vein. Mice were sacrificed 24 h later and femurs were collected. BMSCs were identified by immunofluorescence of CD105. Fluorescent images were captured by Confocal microscope (Zeiss, LSM880).

### In vitro phagocytosis experiment

BMSCs were seeded onto coverslips at a density of 1 × 10⁴ cells/cm². MLO-Y4 cells-derived apovs were labeled with PKH26 (Solarbio) and added to the culture medium of BMSCs. After culturing for 0, 2, 6, and 24 h, BMSCs were fixed, permeabilized, and stained with 488-conjugated phalloidin (Beyotime) at room temperature for 1 h.

MLO-Y4 cells were transfected with *pFROG-Egfp*-*Trpm8* or *pCMV*-*Myc*-*Pirt*. After 48 h, cell apoptosis was induced by supplementing with 100 μmol/L PAC-1. After *pCMV*-*Myc*-*Pirt* transfected MLO-Y4 derived apovs were stained with 488 conjugated MYC tag, apovs with EGFP autofluorescence and apovs with MYC tag were added to PKH26-labeled BMSCs separately and cultured overnight.

Then the BMSCs on coverslips were fixed and mounted with DAPI-containing antifade mounting medium. Fluorescent images were captured by Confocal microscope (Zeiss, LSM880).

### Bulk RNA-seq and scRNA-seq analysis

Osteocytes were isolated from femurs and tibias as previously described and processed for bulk RNA-seq.^64,65^ Briefly, after removal of muscles and tendon tissues, bones were gently cut into small pieces and digested with 2.4 mg/mL Collagenase I (Biosharp) and 5 mmol/L EDTA to obtain osteocytes. Total RNA was extracted from osteocytes using Trizol reagent (Takara). Library construction and sequencing were carried out by Anoroad in Wuhan. After sample qualification, raw reads were filtered and aligned to the reference sequences. Gene expression levels were quantified for visualization using FPKM values, whereas differential expression analysis was performed using DESeq2 based on raw read count data. Genes in *Mdm2*^*cKO*^ compared with control mice with fold changes >2 and *q* < 0.05 were selected as significantly differentially expressed genes.

For scRNA-seq, bone marrow cells were isolated through flushing, while cells from bone pieces were digested with 2.4 mg/mL Collagenase I and 5 mmol/L EDTA as previously described.^66,67^ Specifically, periosteum cells were digested by Collagenase I for two consecutive 15 min from bone tissues and discarded. Osteoblasts and osteocytes were obtained by sequential digestion with Collagenase I for two consecutive 15 min, then EDTA for 20 min, then Collagenase I for 20 min, then EDTA for 20 min and finally Collagenase I for 20 min on a shaker with 90 r/min at 37 °C. Each sample contained cells from five 2-month-old male mice. Hematopoietic cell depletion was achieved using the Lineage Cell Depletion Kit (Miltenyi Biotec) according to the manufacturer’s instructions, followed by fluorescence-activated cell sorting to enrich CD45^-^ TER119^-^ CD71^-^ cells by flow cytometry. A single cell library was generated with Chromium Next GEM Single Cell 3’ Kit v3.1 (10x Genomics) and sequenced on an Illumina NovaSeq 6000 system, targeting >30 000 reads per cell for robust gene coverage. Raw sequencing data were filtered and processed with CellRange-7.0.0 (https://support.10xgenomics.com/single-cell-geneexpression/software/pipelines/latest/what-is-cell-ranger), which includes the following steps: demultiplexing by cell barcodes and UMIs, alignment of spliced reads to the reference genome, and UMI-based gene expression quantification for each gene and cell. Potential doublets were identified and removed using the scDblFinder package (v1.12.0) for each sample. Quality control was performed to filter low quality cells using the following criteria: 1. Cells with fewer than 200 detected genes were excluded; 2. Cells with extreme gene counts were filtered by removing cells in the top and bottom 2% quantiles; 3. Cells with total UMI counts in the top or bottom 2% were discarded; 4. Cells with mitochondrial gene expression exceeding 20% of total reads were eliminated; 5. Low-complexity cells displaying the novelty score of log_10_(Genes per UMI) > 0.8 were excluded to ensure high-quality transcriptional profiles. Raw count matrices were processed using Seurat (v4.3.0) in R (v4.2.3). For each sample, gene expression was normalized and variance stabilized via SCTransform, selecting 3 000 highly variable genes (HVGs) while excluding housekeeping genes, TCR/BCR, and immunoglobulin genes (IGV). Multiple samples were combined and batch-corrected using IntegrateData. Integrated data were centered and subjected to principal component analysis (PCA, 50 dimensions). Clustering was performed using FindNeighbors and FindClusters. Nonlinear dimensionality reduction was carried out via UMAP for visualization. Automated annotation was performed using SingleR, PanglaoDB and CellMarker. Manual refinement was applied based on canonical marker genes. FindAllMarkers function was applied in Seurat to detect DEGs among different clusters of the datasets. Pathway enrichment analysis was carried out by R package clusterProfiler (version 4.2.3).

Clusters of interest (e.g., clusters 0 and 5) were subsetted and re-analyzed: For re-normalization, samples were split and reprocessed with SCTransform; Batch correction was reapplied via IntegrateData; PCA (50 dimensions) was applied followed by FindNeighbors and FindClusters; Finally, UMAP and marker-based annotation were repeated.

### RT-qPCR and immunoblotting analysis

RNA isolation and RT-qPCR analysis were performed as previously described.^68^ The specific primers for gene expression analysis are listed in Table S3.

For cell protein extraction, cells were incubated in NP-40 lysis buffer (Beyotime) containing proteinase inhibitor cocktail (MedChemExpress) at 4 °C for 10 min. After centrifugation at 13 000 × *g* at 4 °C for 10 min, the supernatants were collected for the following experiments.

For femur protein extraction, femurs were collected, cut into small pieces on ice, and thoroughly ground using the tissue grinding low temperature homogenizer (TIANGEN, TGrinder H24R). Briefly, each sample was treated with 10 cycles at −10 °C (each cycle included grinding at 4 000 r/min for 60 s, then a pause for 10 s). After centrifugation at 12 000 × *g* for 30 min, supernatants were collected.

Immunoblotting analysis was performed as previously described.^16^ Blot membranes were incubated with primary antibodies listed in the Table S3 at 4 °C overnight. After incubation with HRP-conjugated secondary antibodies (Santa Cruz) at 37 °C for 1 h, blots were developed using an enhanced chemiluminescene (Millipore). Images were exposed in ChemiDoc XRS chemiluminescence imaging system (Bio-rad).

### Co-IP assay

Co-IP assay was performed as previously described.^16^ Briefly, cells were transfected with *pCMV*-*Flag*-*Mdm2*, *pFROG*-*Egfp*-*Trpm8*, and *pCMV-HA*-*Ub*. After 48 h, cell proteins were collected, incubated with primary antibodies overnight and then with 50 μL Protein A/G Magnetic Beads (Bimake) at room temperature for 1 h. Samples were next analyzed by immunoblotting.

### Dual luciferase reporter assay

HEK293T cells were cultured in 48-well plates and transfected with *pGL3*-*Trpm8*-promoter plasmids or *pGL3*-*Basic* vector together with *pRL*-*TK* Renilla luciferase expression vector (Progema) as well as MDM2 and p53 overexpression plasmids. Cells were lysed 48 h after the transfection. Luciferase activities were measured by Dual Luciferase Reporter Gene Assay Kit (Beyotime) and Dual Luciferase reporter assay system (Promega).

### Quantification and statistical analysis

All experiments were independently repeated at least three times, with biological replicate details listed in the figure legends. Data were presented as mean ± SD using GraphPad Prism 8. For comparisons between two groups, two-tailed unpaired Student’s *t*-tests were used. For comparisons among multiple groups, 1-way analysis of variance (ANOVA) was used. Details of the scRNA-seq statistical analysis are described in the Bulk RNA-seq and scRNA-seq Analysis section. *P* < 0.05 was considered statistically significant, and sample sizes are shown in the figure legends. Asterisks indicate significant differences with *P* < 0.05. Multiple asterisks denote lower *P*-values, as shown in the figure legends.

### Materials availability

This study did not generate new unique reagents.

## Supplementary information

Supplementary Information

Figure S1

Figure S2

Figure S3

Figure S4

Figure S5

Figure S6

Figure S7

Figure S8

Figure S9

Figure S10

Figure S11

## Data Availability

Data are available upon request to the lead contact. Sequencing data are available at the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under accession number GEO: GSE304502. Any additional information required to reanalyze the data reported in this work paper is available from the lead contact upon request.

# Supplementary material for: Apoptosis of Mdm2-deficient osteocytes enhances osteogenesis through TRPM8-enriched apoptotic vesicles
**Source:** Bone Res. 2026 Aug 3;14:78. doi: 10.1038/s41413-026-00570-0
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Materials for

**Apoptosis of *Mdm2*-deficient osteocytes enhances osteogenesis through TRPM8-enriched apoptotic vesicles**

Xin Liu, Huiwen Zheng, Aochen Wang, Jianing Liu, Zhi Chen, YiPing Chen, Guobin Yang, Di Chen, Yufeng Zhang^*^, Guohua Yuan*

**Supplementary Figure Legends**

**Fig. S1 Inactivation of *Mdm2* in osteocytes leads to high bone mass phenotype in mice.**

**a** Immunofluorescence showing the expression of MDM2 in MLO-Y4 cells, an osteocyte cell line.

**b** The expression of MDM2 in the osteocytes of femurs from mice at 1 month old (1M) and 2M, and successful deletion of *Mdm2* in the osteocytes of *Mdm2* conditional knockout (*Mdm2*^cKO^) mice at 2M by immunohistochemistry.

**c** X-ray images showing the femurs in *Mdm2*^cKO^ mice compared with control littermates at 3M and 5M.

**d** Hematoxylin and eosin (HE) staining of sections of the femurs from *Mdm2*^cKO^ mice and control littermates at 1M, 2M, 3M and 5M. Histomorphometric quantification of Tb.N., Tb.Th. and Cort.Th. was presented (n=5 males).

**e** μ-CT images showing the third and the fifth lumbar vertebrae (L3 and L5) in *Mdm2*^cKO^ mice and control littermates at 3M.

**f** Three-dimensional reconstruction of μ-CT images in *Mdm2*^cKO^ mice and control littermates at 3M. Quantitative analysis of BV/TV, Tb.Th., Tb.N., and Tb.Sp. was presented (n=5 males).

**g** Femur lengths of *Mdm2*^cKO^ and control littermates at 1M and 2M. The average lengths were calculated. (n=5 males).

**h** Growth plate in the femurs of *Mdm2*^cKO^ and control littermates at 1M by HE staining. Histomorphometric quantification of the PZ height and HZ height was presented (n=5 males).

Data information: Scale bars: 20 μm (**a**); 50 μm (**b**); 10 μm (**b** (inserted magnifications); 200 μm (**d** (a, b, e, f, i, j, m, n)); 100 μm (**d** (c, d, g, h, k, l, o, p), **h**); 1 mm (**e**, **f**); 10 mm (**g**). Tb, trabecular bone; Cort, cortical bone; BM, bone marrow; DFP, distal femoral physis; BV/TV, bone volume over total volume; Tb.Th., trabecular thickness; Tb.N., trabecular number; Tb.Sp., trabecular separation; Cort.Th., cortical thickness; PZ, Proliferative layer zone; HZ, Hypertrophic layer zone. Data are presented as mean±SD (n=5/group); *P<0.05, **P<0.01; 2-tailed unpaired Student’s t test (**d**, **f**, **g**, **h**).

**Fig. S2 Regulation of osteocyte apoptosis by the MDM2-p53 axis.**

**a** GO analysis of the DEGs showing apoptosis related terms.

**b** The knockdown efficiencies of *Mdm2* and *Tp53* siRNAs in MLO-Y4 cells tested by RT-qPCR.

**c** Immunoblotting analysis of apoptotic markers BAX and CL-CAS3 in MLO-Y4 cells after transfection with indicated siRNAs. β-actin served as the loading control.

**d** Flow cytometry analysis using Annexin V and PI antibodies in MLO-Y4 cells transfected with indicated siRNAs. Quantification of the percentages of apoptotic cells percentage was presented.

**e** TUNEL staining and quantification of the TUNEL positive cells in MLO-Y4 cells transfected with indicated siRNAs.

Data information: Scr, Scramble siRNA; *Mdm2* Si, *Mdm2* siRNA; *Tp53* Si, *Tp53* siRNA. Scale bars: 50 μm (**e**). Data are presented as mean±SD (n=5/group (**d,** **e**); n=4/group (**b**)); **P<0.01; ANOVA (**b**, **d**, **e**).

**Fig. S3 Deletion of one allele of *Tp53* rescues the high bone mass phenotype of *Mdm2*^cKO^ mice.**

**a** p53 and p-p53 expression in the osteocytes of *Mdm2*^cKO^ mice compared with control littermates at 1M by immunofluorescence. Histomorphometric quantification of fluorescence intensity was presented (n=5 males).

**b** TUNEL staining and quantitative analysis showing apoptotic osteocytes in the femurs of *Mdm2*^cKO^, *Dmp1*-Cre; *Mdm2*^fl/fl^; *Tp53*^fl/+^ mice (*Mdm2*^cKO^; *Tp53*^fl/+^ mice), and control littermates at 2M and 5M (n=5 males). Dotted circles outlines empty lacunae. White arrows point to TUNEL positive cells.

**c** μ-CT images showing the femurs from *Mdm2*^cKO^, *Mdm2*^cKO^; *Tp53*^fl/+^ and control littermates at 2M.

**d** Three-dimensional reconstruction of μ-CT images in *Mdm2*^cKO^ and *Mdm2*^cKO^; *Tp53*^fl/+^ mice compared with control littermates at 2M. Quantitative analysis of BV/TV, Tb.Th., Tb.N., Tb.Sp. and Cort.Th. was presented (n=5 males).

**e** μ-CT images showing the femurs from *Mdm2*^cKO^, *Mdm2*^cKO^; *Tp53*^fl/+^ and control littermates at 5M.

**f** Three-dimensional reconstruction of μ-CT images in *Mdm2*^cKO^ and *Mdm2*^cKO^; *Tp53*^fl/+^ mice compared with control littermates at 5M. Quantitative analysis of BV/TV, Tb.Th., Tb.N., Tb.Sp., and Cort.Th. was presented (n=5 males).

Data information: BV/TV, bone volume over total volume; Tb.Th., trabecular thickness; Tb.N., trabecular number; Tb.Sp., trabecular separation; Cort.Th., cortical thickness. Scale bars: 10 μm (**a**); 50 μm (**b**); 500 μm (**c**, **d**, **e**, **f**). Data are presented as mean±SD (n=5/group); **P<0.01; 2-tailed unpaired Student’s t test (**a**); ANOVA (**b**, **d**, **f**).

**Fig. S4 *Mdm2*^cKO^ mice display increased bone resorption activity.**

**a** Immunoblotting analysis of osteoclast related proteins including NFATC1, MMP9 and TRAP in the femurs of *Mdm2*^cKO^ mice and control littermates at 1M.

**b** CTX-1 concentration in the serum of *Mdm2*^cKO^ mice compared with control littermates at 2M assessed by ELISA (n=4 males).

**c** TRAP staining in *Mdm2*^cKO^ mice compared with control littermates at 2M. Histomorphometric quantification of Oc.S/BS and Oc.N/BPm was presented (n=5 males).

**d**, **e** Immunohistochemistry of NFATC1 and CK as well as histomorphometric quantification of NFATC1 and CK positive cells in *Mdm2*^cKO^ mice compared with control littermates at 2M (n=5 males).

Data information: Oc.S/BS, osteoclast surface/bone surface; Oc.N/BPm, osteoclast number/bone perimeter; Tb, trabecular bone; BM, bone marrow. Scale bars: 100 μm (**c** (a, b), **d** (a, b), **e** (a, b)), 50 μm (**c** (c, d), **d** (c, d), **e** (c, d)). Data are presented as mean±SD (n=5/group (**c**, **d,** **e**); n=4/group (**b**)); **P<0.01; 2-tailed unpaired Student’s t test (**b**, **c**, **d**, **e**).

**Fig. S5 Periosteal bone formation is upregulated in *Mdm2*^cKO^ mice.**

**a** Double labeling of Calcein and Alizarin red S (ARS) in the periosteum of *Mdm2*^cKO^ mice and control littermates. The mineral apposition rate (MAR) was calculated.

**b, c** Immunohistochemistry of OCN and OSX as well as histomorphometric quantification of the positive cells in *Mdm2*^cKO^ and control littermates at 2M.

Data information: Cort, cortical bone; BM, bone marrow. Scale bars: 100 μm (**a** (a, b)), 50 μm (**a** (c, d), **b**, **c**). Data are presented as mean±SD (n=5/group); **P<0.01; 2-tailed unpaired Student’s t test (**a**, **b**, **c**).

**Fig. S6 Single-cell RNA-sequencing (scRNA-seq) of bone cells from *Mdm2*^cKO^ mice and control littermates.**

**a** Diagrammatic sketch showing bone sample preparation for scRNA-seq.

**b** Violin plots showing the expression levels of the marker genes representing 28 cell clusters.

**c** UMAP plots showing the expression of marker genes including *Postn*, *Dmp1*, *Cxcl12* and *Kitl* in cell clusters.

**d** Cluster 0 and 5 representing CAR were sorted out in the UMAP plot.

**e** Dot plots showing the expression levels of representative marker genes in each subcluster identified in Figure 2g. CAR, *Cxcl12* abundant reticular cells.

**Fig. S7 *Mdm2* deletion is necessary for apoptotic MLO-Y4 cells to promote osteogenesis in BMSCs.**

**a** Diagrammatic sketch of the co-culture strategy.

**b** Immunofluorescence and immunoblotting analysis of RUNX2 and OSX in BMSCs after co-culture in ODM with MLO-Y4 cells treated with scramble siRNA, PAC-1, or *Mdm2* siRNA. Quantification of RUNX2 and OSX positive cells was presented.

**c** ARS staining of BMSCs after co-culture in the ODM with MLO-Y4 cells treated with scramble siRNA, PAC-1, or *Mdm2* siRNA. Quantification of the eluted ARS dye was presented.

**d** Fluo-4AM staining in BMSCs after co-culture with MLO-Y4 cells treated with scramble siRNA, PAC-1, or *Mdm2* siRNA. Quantification of Fluo-4AM fluorescence intensity was presented.

Data information: MLO-Y4 cells were transfected with *Mdm2* (designated as Y4- *Mdm2* Si cells), scramble siRNA (designated as Y4-Scr cells), or treated with PAC-1 after being transfected with scramble siRNA (designated as Y4-PAC-1 cells). Scr, scramble siRNA; *Mdm2* Si, *Mdm2* siRNA; ODM, osteoblastic differentiation medium. Scare bars: 100 μm (**c**), 20 μm (**b**), 10 μm (**d**). Data are presented as mean±SD (n=5/group); **P<0.01; ANOVA (**b**, **c**, **d**).

**Fig. S8 Apovs derived from *Mdm2*-deficient osteocytes suppressed the adipocytic differentiation of BMSCs.**

**a** RT-qPCR showing the mRNA levels of *Pparγ* and *C/ebpα* in the BMSCs after co-culture with indicated MLO-Y4 cells.

**b** ORO staining showing the adipocytic differentiation of BMSCs after co-culture with indicated MLO-Y4 cells. Quantification of ORO positive areas was presented.

**c** RT-qPCR showing the mRNA levels of *Pparγ* and *C/ebpα* in the BMSCs treated with apovs derived from *Mdm2* knockdown MLO-Y4 cells or a solvent control under adipogenic induction.

**d** ORO staining of the BMSCs treated with apovs derived from *Mdm2* knockdown MLO-Y4 cells or a solvent control under adipogenic induction. Quantification of ORO positive areas was presented.

Data information: BMSCs were next co-cultured with the above MLO-Y4 cells in adipogenic induction medium for 10 days. ORO, Oil red O; Scr, Scramble siRNA; *Mdm2* Si, *Mdm2* siRNA; Y4*^Mdm2^* ^Si^-apovs, apovs derived from MLO-Y4 cells with *Mdm2* knockdown. Scale bars: 100 μm (**b**, **d**). Data are presented as mean±SD (n=5/group (**b**, **d**); n=4/group (**a**, **c**)); **P<0.01; 2-tailed unpaired Student’s t test (**a**, **b**, **c**, **d**).

**Fig. S9 TRPM8 and PIRT are specifically enriched in apovs derived from *Mdm2* knockdown MLO-Y4 cells.**

**a** Immunoblotting analysis of TRPM8 and PIRT in MLO-Y4 cells with or without *Mdm2* knockdown as well as in the apovs from MLO-Y4 cells treated with PAC-1 or *Mdm2* siRNA.

**b** Immunoblotting analysis of TRPM8 and PIRT in BMSCs after culture with apovs derived from MLO-Y4 cells treated with scramble siRNA, PAC-1, or *Mdm2* siRNA.

Data information: Y4*^Mdm2^* ^Si^-apovs, apovs derived from MLO-Y4 cells with *Mdm2* knockdown; Y4^PAC-1^-apovs, apovs derived from MLO-Y4 cells treated with PAC-1.

**Fig. S10 MDM2 negatively regulates TRPM8 post-translationally and transcriptionally.**

**a** In situ proximity ligation assay (PLA) using MDM2 and TRPM8 antibodies demonstrating the interaction between MDM2 and TRPM8 in MLO-Y4 cells. White arrows point to the PLA positive signals.

**b** Co-immunoprecipitation (co-IP) assays showing the physical interaction between the overexpressed FLAG-MDM2 and EGFP-TRPM8 in MLO-Y4 cells.

**c** Co-IP assays showing the ubiquitination of TRPM8 by overexpressed FLAG-MDM2 in HEK293T cells.

**d** CHX assay demonstrating that overexpressed MDM2 decreases the half-life of TRPM8 protein in MLO-Y4 cells. The cells were treated with CHX for 0, 4 and 8 hours. The relative levels of TRPM8 at different time points were measured.

**e** Immunoblotting analysis showing that MG132 treatment inhibited the degradation of TRPM8 but not Chloroquine treatment. Each inhibitor was added into the medium 4 hours before harvest.

**f** Dual luciferase assays in HEK293T cells after transfection with indicated plasmids.

**g** The mRNA level of *Trpm8* in MLO-Y4 cells transfected with indicated siRNAs assessed by RT-qPCR. Scale bars: 20 μm (**a**). Data are presented as mean±SD (n=4/group (**g**); n=3/group (**f**)); **P<0.01; ANOVA (**f**, **g**).

**Fig. S11 Intracellularly expressed MDM2 is required for the osteogenic activity.**

**a**, **b** EGFP signals in *Dmp1*-*Cre*; *R26R*^mTmG^ mice compared with mTmG control at 1M under the fluorescence microscope.

**c** Immunohistochemistry showing successful deletion of *Mdm2* in the osteoblasts of *Mdm2*^cKO^ mice compared with control littermates at 2M.

**d** Immunoblotting analysis of OSX and ALP in MC3T3-E1 cells after culture in the ODM for 4 days following transfection with *Mdm2* or scramble siRNA.

**e** Representative images showing ARS staining of MC3T3-E1 cells after culture in ODM for 2 weeks following transfection with *Mdm2* or scramble siRNA. Quantification of the eluted ARS dye was presented.

Data information: Ob, osteoblasts; Ocy, osteocytes; Tb, trabecular bone; Cort, cortical bone; BM, bone marrow. Scr, Scramble siRNA; *Mdm2* Si, *Mdm2* siRNA; ODM, osteoblastic differentiation medium. Scale bars: 200 μm (**a**), 100 μm (**b** (a, b, e, f), **e**), 50 μm (**c**), 10 μm (**b** (c, d, g, h), **c** (inserted magnifications)). Data are presented as mean±SD (n=5/group); **P<0.01; 2-tailed unpaired Student’s t test (**e**).

**Supplementary Tables**

**Table S1 Genotyping sequences used in this study.**

| **Genotype** | **Primers** | **Sequences** |
| --- | --- | --- |
| *Dmp1*-Cre | Forward | TGGAAGCTGACAGTAGGAAAC |
|  | Reverse 1 | TGACATCATCCCACGTACTTAAGC |
|  | Reverse 2 | TGGTGCACAGTCAGCAGGTTG |
| *Mdm2*^flox/flox^ | Forward | GGTCTTCCCATTTATGTATGT |
|  | Reverse | AAGAGTCTGTATCGCTTTCT |
| *Tp53*^flox/flox^ | Forward | GGTTAAACCCAGCTTGACCA |
|  | Reverse | GGAGGCAGAGACAGTTGGAG |
| *R26R*^mTmG^ | Forward | CTCTGCTGCCTCCTGGCTTCT |
|  | Reverse 1 | CGAGGCGGATCACAAGCAATA |
|  | Reverse 2 | TCAATGGGCGGGGGTCGTT |

**Table S2 siRNA sequences used in this study.**

| **siRNA** | **Forward (5'-3')** | **Reverse (3'-5')** |
| --- | --- | --- |
| Scramble | UUCUCCGAACGUGUCACGUTT | ACGUGACACGUUCGGAGAATT |
| *Mdm2* siRNA | GCUUCUCCCUGAAUGCCAUTT | AUGGCAUUCAGGGAGAAGCTT |
| *Tp53* siRNA | CCACUUGAUGGAGAGUAUUTT | AAUACUCUCCAUCAAGUGGTT |
| *Trpm8* siRNA | GCACCAGUCAAGAUUCCAATT | UUGGAAUCUUGACUGGUGCTT |

**Table S3 siRNA sequences used in this study.**

**Table S4 Primer sequences used in this study for RT-qPCR.**

| **Gene** | **Forward (5'-3')** | **Reverse (3'-5')** |
| --- | --- | --- |
| *Gapdh* | TGTGTCCGTCGTGGATCTGA | TTGCTGTTGAAGTCGCAGGAG |
| *Mdm2* | CCAACCATCGACTTCCAGCAGCATT | GATTGGCTGTCTGCACACTGGG |
| *Tp53* | ATGGAGGAGCCGCAGTCAGATC | CCATTGTTCAATATCGTCCGGG |
| *Pparγ* | GATGGAAGACCACTCGCATT | GGATCCGGCAGTTAAGATCA |
| *C/ebpα* | CAAGAACAGCAACGAGTACCG | GTCACTGGTCAACTCCAGCAC |
| *Trpm8* | CCAAGGAGTTTCCAACAGACG | CGTGGCTTCAAAGCAAAGTTT |
| *Pirt*  *c-Fos*  *c-Jun* | TAGACGAGAGGTCTCCAGAGT  AGAGCGGGAATGGTGAAG  CGCACAGCCCAGGCTAAC | CCAGTTGCTTTTGGGTGTGG  GGATTCTCCGTTTCTCTTCC  TGAGGGCATCGTCGTAGAA |

How the deposited data were processed for this re-analysis (not part of the article)

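Bulk RNA-seq was done on osteocytes of femurs and tibias of *Mdm2* cKO mice and control littermates at 3 months, and scRNA-seq on sorted marrow stroma at 2 months, with 1 library per genotype in each assay and 5 mice pooled in each single-cell library. For the bulk libraries the authors deposited raw counts per gene, which were whole numbers with no normalization, and FPKM, which the authors used for visualization and which covered 28071 genes. Filtering and alignment of the raw reads and a comparison with DESeq2 are described. The aligner, the counting tool, the genome build and the version of DESeq2 are not given in the sources used here. For the single cells the authors deposited raw UMI counts from Cell Ranger 7.0.0 on mm10 for barcodes called as cells, before their own quality filters, and the notes of the submitters give Seurat 4.3.0 under R 4.2.3. The resolution of the clustering is not given in the sources used here.

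Bulk counts were scaled by TMM in edgeR 4.0.16 under R 4.3.3. Where a symbol stood for several gene IDs, the ID with the most reads was kept. A 2-sided exact binomial test of the reads, with TMM-scaled totals as offsets, was run on genes with at least 10 reads over both libraries, and a gene was called at a fold over 2 and a q under 0.05. The p was computed by doubling the smaller tail, because the function first used for it lost a tail for highly expressed genes, which was seen after a first count of calls. The libraries held 23309 (control) and 23373 (*Mdm2* cKO) genes with a read, and the 10 most abundant genes took 8.04% and 8.93% of the reads. A floor of 3 reads served for lower bounds. On simulated counts with 200 genes changed and counting error alone, 74% of genes with a 2.5-fold and 88% of those with a 4-fold change were called and none of 17846 others. Where nothing changed but mice differed with a biological coefficient of variation of 0.2, 507 genes (2.81%) were called, and at 0.4 there were 3873 (21.5%), so the calls hold for these libraries and not for the genotypes.

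Of 38 gene lists, each was summarized by its median log2 ratio and its percentile among 10000 random lists matched in bins of 20 genes by expression. They covered p53 targets, pro-apoptotic and anti-apoptotic genes, calcium channels and transporters, calcium handling in stroma, AP-1, immediate-early and stress genes, regulators of osteoclasts, proliferation, sex-linked genes, and markers of cells of bone, marrow, blood, muscle, nerve, skin, gland, choroid plexus and brain. Named genes were all genes the paper names, the 10 with the highest and the 10 with the lowest log2 ratio with at least 50 reads, and in each list the 4 members with the largest absolute log2 ratio with at least 50 reads. In CAR-like, Osteo-CAR and osteoblast-like cells the same rule was used, with at least 100 UMIs for the highest and lowest genes and 50 for list members. Genes named beyond this rule, namely other members of the lists, the leading genes of subclusters, and 6 genes that were higher in every class of the *Mdm2* cKO library, were chosen after their values were seen.

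Single cells were filtered with the paper's limits, reading the novelty limit as log10 genes over log10 UMIs above 0.8, and doublets were called with Scrublet in scanpy 1.11.5 at an expected rate of 6%, because scDblFinder was not available. Its automatic threshold failed in the control library. Removal of the barcodes with the highest scores at 0.8% per 1000 barcodes was added, and left 5830 and 3161 cells. At a mitochondrial limit of 10% the cells kept were 5719 and 2964. Clusters came from Seurat 5.3.0 with SCTransform (sctransform 0.4.2), and a cluster was named after the list with the highest score, a score being the mean over the list of log2 CPM, with 10 CPM added, scaled over clusters. At least 3 markers of the list had to lie above the mean of the clusters, and clusters led by genes of another class stayed unnamed. This rule was written after a first look at scores and leading genes of the clusters. CAR-like cells were normalized and integrated again and clustered at a resolution of 0.5. A subcluster took the name of the higher of its osteogenic and adipogenic scores, as fixed at the outset, but a subcluster far shallower than its libraries with no marker of its name in the lead was left unnamed, a limit applied after the shares were seen. In a first run, in which genes were sorted in another order, subcluster 1 was named adipogenic. In the runs reported, in which genes were sorted by character code, it was named osteogenic. This was seen before the sort order was settled, so both are given. A per-cell score, by which 108 CAR-like cells lay within 0.1 of its threshold, was tried as well.

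Expression was summed over the cells of a class and given as CPM with 95% exact Poisson intervals. Classes with at least 50 cells in each library were compared, the osteocyte-like cells excepted, and list members with at least 50 UMIs were counted as measured, with 0.5 UMIs added for log2 ratios. For depth, cells were thinned to 5000 UMIs, which 257 control and 193 *Mdm2* cKO cells of the Osteo-CAR class could give and 79 and 37 could not. List medians were tried on counts simulated from the summed UMIs of CAR-like cells, with counting error alone and no spread between cells or mice. Lists of 20 genes with a log2 ratio of 1 had a mean median of 0.998. Medians of unchanged lists lay between -0.0738 and 0.0941. No p and no count of changed genes was computed for single cells. Intervals and tables were computed with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15, and plots with matplotlib 3.10.9.

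Alternatives covered scaling (DESeq2 1.42.0 size factors, library totals), filters on reads, an assumed spread between mice, FPKM with 0.1 or 1 added, filters on barcodes, doublets, resolutions, integration, denominators, the rule for Osteo-CAR cells, depth, and CPM without mitochondrial and ribosomal protein genes. The GO analyses were not repeated, because the gene sets were not at hand, and no comparison with replicates was possible.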

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

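The comparisons for nerve RNA, for gland and epithelial RNA, for RNA from other cells and for the p53 target list were chosen after the result was seen. The test in bone lineage cells was chosen before.

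In the *Mdm2* cKO bulk library, genes the paper does not discuss had reads that the control library lacked, with 647 reads of *Krt15* and 406 of *Krt5* against none, while lists of Schwann cell and gland genes had median log2 ratios of 1.15 and 3.46. RNA from nerve tissue is a candidate source. Of the 12 Schwann cell genes, at a median of 1.15, *Mpz*, *Mbp* and *Pmp22*, the most abundant, were at 464, 204 and 175 CPM against 98.4, 85.0 and 93.1. Osteocyte-like cells held *Pmp22* at 229 against 107 CPM, so that *Pmp22* does not tell nerve from bone. RNA from glands and surface epithelium is another candidate. The lower of the keratinocyte and gland medians was 1.72, with *Krt8* at 32.4 against 1.04 CPM. These medians are part of the pattern to be explained, so they name the sources as candidates and do not test them. The keratinocyte median is that of *Krt1* on 11 against 3 reads, and *Krt10* of upper epidermis was at 28 against 32 reads, so the keratinocyte part is carried by *Krt15*, *Krt5*, *Krt14* and *Trp63* of basal cells, and no gene of these lists is among the paper's top 10 or in another list, while the control library, too, held Schwann cell genes (377 CPM in sum). Osteoblast-like and osteocyte-like single cells taken together are argued against as the source of the paper's top 10 genes as a set. Those of the *Mdm2* cKO library held no UMI of them, with an upper limit of 0.787 CPM against 43.8 CPM in bulk. However, those mice were a month younger, 3' tags may miss a gene and only 27 of the 183 cells were osteocyte-like. In the 27 osteocyte-like cells alone, looked at afterwards, the upper limit was 5.21 CPM for the set and for each gene. This lies above the bulk levels of *Trpm8* and *Pirt*, so a direct comparison with these cells alone does not decide on them. That comparison takes no account of RNA from other cells in the bulk sample. *Dmp1* alone was at 8677 CPM in these cells, against 223 CPM for 10 osteocyte markers in the *Mdm2* cKO bulk library. A bulk level made by osteocytes alone may thus stand for a higher level within them, which was not tested. For *Trpm8* and *Pirt* the paper's RT-qPCR and immunohistochemistry go the other way, with both higher in osteocytes of *Mdm2* cKO mice (Fig. 4c, d), while no sort removed nerve, gland or skin cells from the bulk preparation, and an effect of the genotype on nerves in bone, or on these genes in osteocytes that were not captured, stays open and untested.

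In the 27 and 16 osteocyte-like single cells of the *Mdm2* cKO and control libraries, the 7 of 24 p53 target genes with at least 50 UMIs, which the paper does not report on in single cells, had a median log2 ratio of 2.47, with *Bax* at 232 against 11 UMIs (7.53-fold higher, 95% exact interval 4.13 to 15.3), *Phlda3* 13.5-fold higher (5.16 to 50.1) and *Ccng1* 8.99-fold higher (3.75 to 28.2), whereas in the bulk library all 24 had a median of -0.044 and those 7 one of -0.0082. The 7 passed the minimum mostly through the deeper *Mdm2* cKO library (707603 against 252568 UMIs in these cells), *Btg2* and *Ddit4* among them had ratios of 1.05 (0.700 to 1.61) and 0.999 (0.590 to 1.76), and the median was 1.97 over all 24, or 1.40 over 23 with genes at 0 set to their lower bounds. The bulk value of -0.044 shows p53 targets level as a list across the whole *Mdm2* cKO bulk sample. It is part of the pattern to be explained and tests no explanation. A candidate explanation is that most RNA of both bulk libraries came from other cells, since chondrocyte, erythroid and neutrophil markers summed to 255 times the osteocyte markers in the control and 295 times in the *Mdm2* cKO library, although markers differ in abundance per cell. Both bulk libraries stood for 3 months and the single cells for 2 months, and 27 cells of a pool of 5 mice carry the difference. The cells themselves were not alike, with *Mepe* of osteocytes at 767 against 1 UMI and *Socs3* 14.4-fold lower (9.22 to 23.3). *F13a1*, of the macrophage list, was at 63 against 0 UMIs. With doublets kept it was also a leading gene of a chondrocyte-like cluster led by *Col10a1*. *Itgb3*, of the osteoclast list, was at 51 against 3 UMIs and *Acp5* at 8 against 0. However, *Mmp9* had no UMI in either library, *Ctsk* had a ratio of 1.47 (0.667 to 3.69) and *Nfatc1* was 2.43-fold lower (1.71 to 3.43). These genes thus do not show which cells, if any, were admixed. A difference in maturity or in admixed cells stays open and untested.

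In CAR-like cells of the *Mdm2* cKO library, *Gm42418*, a gene the paper does not discuss, was at 77663 CPM against 18244 CPM in the control library, and it was higher in all 9 classes with at least 50 cells in each library, by 4.26-fold in CAR-like to 9.75-fold in megakaryocyte-like cells and by 25.4-fold in erythroid-like cells, where the libraries filled different clusters and the fold within the cluster with at least 50 cells of each was 11.6, so the difference is one of the whole library.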

How the results depend on the processing

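No paired analysis was possible because each assay had 1 library per genotype, and with no replicates none was left out. The alternatives with an unadjusted p or a fold alone, the denominators without chondrocyte-like cells, the rate-based removal of doublets, the CAR-like cells without the cluster near osteoblast-like cells, the naming of the shallow subcluster, named cells as denominator, the subcluster near a tie left unnamed, the other sort order of genes, CPM without 6 genes, p53 targets with no minimum of UMIs, and AP-1 genes by single cluster were chosen after the data were seen. Depth limited the bulk comparison to genes with at least 10 reads, and 1 library per genotype limited every result.

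The bulk count of 761 was the same with DESeq2 size factors, was 744 with library totals and 722 with at least 1 read, and more genes were higher than lower under each of these. With at least 50 reads, which tests fewer genes, it was 384 (261 higher and 123 lower). With an assumed coefficient of variation of 0.2 it was 121 (102 and 19) and with 0.4 it was 12 (12 and 0), by construction of a wider spread. An unadjusted p with at least 1 read gave 1293 (840 and 453), a fold alone with at least 10 reads 1686 (1034 and 652), and a fold alone with at least 1 read 7254 (3824 and 3430). Of 177 named bulk genes under 4 alternatives, 708 values in all, 44 moved. Reversals were counted only for genes that had passed the test, and none was found. Ratios over 2-fold could hardly turn under these alternatives, so this says little.

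With FPKM and 0.1 added, medians were 2.84 for gland, 0.95 for keratinocyte and 1.24 for sensory neuron genes and 3.29 for the paper's top 10. With 1 added, which shrinks ratios of low values by construction, they were 1.23, 0.36, 0.48 and 0.91 for these, and 0.12 for choroid plexus, 0.16 for brain, 0.90 for Schwann cell and -0.30 for sex-linked genes.

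The share of osteoblastic lineage cells was higher in the *Mdm2* cKO library under every alternative run. It was 17.6% in control and 22.1% in *Mdm2* cKO mice with all barcodes, 30.1% and 42.0% (11.9 points apart) over non-haematopoietic cells, and 33.2% and 45.7% (12.6 points) over mesenchymal cells. Without chondrocyte-like and erythroid-like cells it was 28.6% and 29.2% (0.609 points, within counting error), and over mesenchymal cells other than chondrocyte-like it was 54.7% and 63.6% (8.86 points).

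The Osteo-CAR share of 36.7% in control and 39.0% in *Mdm2* cKO mice differed by 2.26 points within counting error, and its direction turned with the name of subcluster 1. Shares were 20.4% and 16.1% (-4.34 points) at a resolution of 0.3, 24.2% and 18.6% (-5.51 points) at 0.8, 19.0% and 15.1% (-3.93 points) with no integration, and 38.7% and 38.5% (-0.214 points) by a per-cell score. With the subcluster near a tie left unnamed they were 20.5% and 16.1% (-4.44 points), and with genes sorted in another order, as in a first run, 20.7% and 16.3% (-4.38 points). They were 27.7% and 32.3% without the CAR-like cluster near osteoblast-like cells, 47.7% and 53.6% with the shallow subcluster named, and 41.2% and 45.6% over named cells. Why the score of subcluster 1 moved between settings was not tested.

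In Osteo-CAR cells the immediate-early list had a median of -0.97 without the subcluster near a tie, against -1.33, and the AP-1 median kept its sign under every alternative run. Outside CAR-like cells the AP-1 median of -0.12 over classes was -0.32 over single clusters. In osteocyte-like cells the p53 target list had a median of 1.97 with no minimum of UMIs and 1.40 when genes at 0 were also set to their lower bounds, against 2.47. The cause was not tested where none is given above.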

Differences from the paper's values

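The paper reports 2663 differentially expressed genes, and 761 were found here at the paper's thresholds. The paper's plot shows about 1600 higher and about 1100 lower genes (Fig. 4a, read by eye), and 513 and 248 were found here. All alternatives set before the data were examined differ from the paper's counts by more than 1.5 times, namely DESeq2 size factors, library totals, at least 1 read, at least 50 reads and assumed coefficients of variation of 0.2 and 0.4, and none does not. Of those added after seeing the values, an unadjusted p gave 1293 genes and a fold alone gave 1686 or 7254, and none of these came within 1.5 times of the paper's count.

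The paper's plot shows osteoblastic lineage cells as about 51% of cells in control and about 75% in *Mdm2* cKO mice (Fig. 2f, read by eye), and shares of 19.3% and 24.0% of all kept cells were found here. Which cells the paper's percentages are taken over is not clear from the plot. The cells counted may differ as well, since the paper's lineage cells include clusters marked by *Postn*. *Postn* was highest here in fibroblast-like cells (14.4% of control and 12.9% of *Mdm2* cKO cells), which are not among the lineage cells here. All alternatives set before the data were examined differ, namely all deposited barcodes, doublets kept, resolutions of 0.4 and 1.2, no integration, and non-haematopoietic or mesenchymal cells as denominator, and none does not. Over mesenchymal cells other than chondrocyte-like, a denominator chosen after seeing the values, the shares were 54.7% and 63.6%, within 1.5 times of the paper's. The direction is that of the paper in each case.

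The paper shows Osteo-CAR cells as a larger part of CAR cells in *Mdm2* cKO mice, about 50% against about 44%, and Adipo-CAR cells as a smaller part, about 51% against about 56% (Fig. 2g, read by eye). Values here were 39.0% against 36.7% and 46.4% against 52.3%. The Osteo-CAR difference lay within counting error and took the other direction at resolutions of 0.3 and 0.8, with no integration and by a per-cell score, and also, chosen after seeing the values, with the subcluster near a tie left unnamed or with genes sorted in another order. Other settings chosen after seeing the values kept the paper's direction. With the shallow subcluster named by its scores the shares were 53.6% against 47.7%. They were 32.3% against 27.7% without the CAR-like cluster near osteoblast-like cells and 45.6% against 41.2% over named cells.

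The paper's table of top genes (Fig. 4b) holds no keratin, and *Krt15*, *Krt5*, *Krt14*, *Krt6a* and *Krt4* ranked 1, 2, 3, 5 and 7 by log2 ratio here, while *Ttr* ranked 4, *Trpm8* 6, *Oc90* 8 and *Pirt* 9. The 10 genes of that table were all higher here. The paper ties the bulk comparison to apoptosis terms and to ion transport terms, and none of 22 pro-apoptotic genes and 1 of 40 calcium channels and transporters passed here. These lists are not the GO terms of the paper. Since 761 of 18046 genes tested passed, few calls are to be looked for in lists of this size. The counts therefore say little for or against the paper's terms. It marks osteoblasts by *Postn*, and *Postn* was at 87.8 CPM in osteoblast-like against 546 CPM in fibroblast-like cells of the control library here, while *Dmp1* was highest in osteocyte-like cells and *Cxcl12* and *Kitl* in CAR-like cells, as the paper has them. The paper sees osteoblast differentiation terms among genes that differ in Osteo-CAR cells, without a direction per gene. Here 13 of 15 osteoblast markers were lower in those cells of the *Mdm2* cKO library, and *Runx2* was 1.11-fold higher (95% exact interval 1.07 to 1.14). By part, *Runx2* was 1.34-fold higher (1.29 to 1.40) in subcluster 2 and 1.21-fold lower (1.15 to 1.27) in subcluster 1. The libraries held these parts in different proportions.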

Other observations

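The test of depth and that of a difference of the whole library were chosen before the result was seen, the repeat of the latter over single clusters was chosen afterwards, and the gene groups described first were singled out after their values were seen.

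*Bglap*, osteocalcin, differed in opposite directions between the assays, at 4.93-fold lower (95% exact interval 4.87 to 4.98) in osteoblast-like cells of the *Mdm2* cKO library, on 8950 against 44080 CPM (21.9 against 293 CPM in B-cell-like cells), and a log2 ratio of 1.93 in the bulk library. *Dmp1* was higher in both, at a bulk log2 ratio of 0.70 and 1.57-fold (1.45 to 1.71) in osteoblast-like cells. *Ibsp*, bone sialoprotein, had a bulk log2 ratio of 0.97, a ratio of 0.995 (0.976 to 1.02) in osteoblast-like cells and was 1.34-fold higher (1.27 to 1.41) in osteocyte-like cells. *Tnfsf11*, which encodes RANKL and was lower in bulk, was 2.55-fold lower (1.49 to 4.54) in osteoblast-like cells on 19 against 56 UMIs, but 1.25-fold higher (1.12 to 1.40) in Osteo-CAR cells, and had a ratio of 1.03 (0.976 to 1.10) over all CAR-like cells. *Mdm2* itself was 1.76-fold higher (1.48 to 2.09) in osteoblast-like cells of the *Mdm2* cKO library, at 85.2 against 48.4 CPM, and 2.67-fold higher (1.55 to 4.92) in osteocyte-like cells. The osteoblast list had a median of -0.02 in osteoblast-like cells (percentile 58.4).

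Among cells of marrow and blood in the bulk libraries, neutrophil markers summed to 9584 against 6781 CPM, with *Mpo* at 0.62 and *S100a9* at 0.58 on the log2 scale. Basophil (median -0.39, percentile 0.05), B cell (-0.28, 0.07), T and NK cell (-0.56, 1.03, with *Trac* lower on 8 against 28 reads) and erythroid genes (-0.11, 1.53, with *Hba-a2* at -1.37) had lower medians in the *Mdm2* cKO library, as did regulators of osteoclasts (-0.58, 0.505), pericyte (-0.19, 1.33) and fibroblast genes (-0.13, 3.07). *Ppbp* of platelets was at -1.10. Monocyte (0.14, percentile 91.8), dendritic (0.05, 61.0), plasma cell (-0.05, 35.5), progenitor (-0.07, 29.4), endothelial (-0.09, 23.6), adipocyte (0.02, 62.3), CAR (0.00, 51.3), osteogenic CAR (0.05, 80.7), AP-1 (0.04, 60.3) and proliferation lists (0.06, 83.4) had medians near 0. Muscle genes were at 0.00 (35.5), with *Myl1* higher and Mb lower. Immediate-early genes had a median of 0.15 (99.9) with none of 19 past the thresholds. Adipogenic CAR genes had a median of 0.28 (99.9), with *Esm1* at 1.12. Choroid plexus genes had a median of 0.55 (99.8), with *Otx2* at 34 against 5 reads, and brain genes one of 0.91 (99.1), with *Syt1* at 57 against 12 reads. Sex-linked genes had a median of -1.31 (0.005), with *Ddx3y* at 182 against 452 reads and *Xist* at 0.19. The paper says that both sexes were examined and that data of 5 male mice per group are shown, and does not give the sex of the bulk mice in particular. A different mix of sexes in the bulk libraries is possible and was not tested. In the single cells, *Xist* was 1.41-fold higher (1.32 to 1.52) and *Ddx3y* 1.55-fold lower (1.14 to 2.13) in Osteo-CAR cells of the *Mdm2* cKO library, and *Ddx3y* had a ratio of 0.948 (0.729 to 1.23) in osteoblast-like cells.

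In the single cells, *Trpm8* had 4 UMIs in all kept cells of the *Mdm2* cKO library and 20 in those of the control library, and *Pirt* had 0 and 1. Of the other genes in the paper's table, *4930597A21Rik* was found in B-cell-like cells, with 649 UMIs in the *Mdm2* cKO and 1116 in the control library. Chondrocyte markers were lower in osteoblast-like cells of the *Mdm2* cKO library, at a median of -2.75. *Camk1d*, *Cdk8*, *Cmss1*, *Gm19951*, *Gm42418* and *Gphn* were higher in all 9 classes with at least 50 cells in each library, *Gm19951* by 14.1-fold in osteoblast-like to 32.8-fold in megakaryocyte-like cells and by 63.9-fold in erythroid-like cells. The latter lay mostly in different clusters in the libraries (401 of 587 control cells in a deeper cluster and 77 of 101 *Mdm2* cKO cells in a shallower cluster), and within the shallower cluster the fold was 32.0.

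AP-1 genes of Osteo-CAR cells had a median log2 ratio of -1.41. In cells thinned to 5000 UMIs the median was -1.53, so a greater weight of deep cells in the sums is argued against. Random thinning keeps the share of each gene within a cell. It therefore cannot tell whether a difference in quality that goes with depth plays a part. A difference of the whole library that acts alike on all cells, such as dissociation, is argued against as the whole cause, since the median over 8 other classes was -0.12, or -0.32 over 17 single clusters, but the classes ranged from -1.08 in B-cell-like to 0.92 in megakaryocyte-like cells, the clusters reached -2.08 and the 43 osteocyte-like cells were at -1.40, so a dissociation response that differs between cell types may still account for it. An effect of the genotype on these cells stays open as well, and was not tested beyond this.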
